# Antioxidant Treatment Promotes Prostate Epithelial Proliferation in *Nkx3.1* Mutant Mice

**DOI:** 10.1371/journal.pone.0046792

**Published:** 2012-10-15

**Authors:** Erin E. Martinez, Philip D. Anderson, Monica Logan, Sarki A. Abdulkadir

## Abstract

Discordant results in preclinical and clinical trials have raised questions over the effectiveness of antioxidants in prostate cancer chemoprevention. Results from the large-scale Selenium and Vitamin E Cancer Prevention Trial (SELECT) showed that antioxidants failed to prevent, and in some cases promoted, prostate cancer formation in men without a history of the disease. One possible explanation for these alarming results is the notion that the effects of antioxidant treatment on the prostate are modified by specific, intrinsic genetic risk factors, causing some men to respond negatively to antioxidant treatment. Loss of expression of the homeobox transcription factor NKX3.1 in the prostate is frequently associated with human prostate cancer. *Nkx3.1* mutant mice display prostatic hyperplasia and dysplasia and are used as a model of the early stages of prostate cancer initiation. While the mechanisms by which Nkx3.1 loss promotes prostate tumorigenicity are not completely understood, published data have suggested that elevated reactive oxygen species (ROS) associated with Nkx3.1 loss may be a causative factor. Here we have tested this hypothesis by treating Nkx3.1 mutant mice with the antioxidant N-acetylcysteine (NAC) for 13 weeks post-weaning. Surprisingly, while NAC treatment decreased ROS levels in *Nkx3.1* mutant mouse prostates, it failed to reduce prostatic epithelial hyperplasia/dysplasia. Rather, NAC treatment increased epithelial cell proliferation and promoted the expression of a pro-proliferative gene signature. These results show that ROS do not promote proliferation in the *Nkx3.1*-null prostate, but instead inhibit proliferation, suggesting that antioxidant treatment may encourage prostate epithelial cell proliferation early in prostate tumorigenesis. Our findings provide new insight that may help explain the increased prostate cancer risk observed with vitamin E treatment in the SELECT trial and emphasize the need for preclinical studies using accurate models of cancer.

## Introduction

Due to the high prevalence and significant treatment-related morbidity associated with human prostate cancer, there is a strong interest in preventive approaches. In order to accomplish this, a more thorough understanding of the relationship between oxidative stress and the steps of prostate tumor progression is needed. In recent years, extensive research has been devoted to the relationship between oxidative stress and the etiology of prostate cancer [1], [2], [3], [4]. In addition, the prostate gland has been associated with chronic inflammation [5], a condition linked to elevated oxidative stress. Many studies have proposed a positive correlation between elevated oxidative stress and prostate cancer progression and have argued the value of antioxidants in preventing prostate cancer (reviewed in [6]). However, it is notable that the majority, if not all, of these studies have employed models of late stage, aggressive disease, focusing on later steps in carcinogenesis rather than prevention of prostate cancer initiation [7], [8], [9], [10], [11], [12], [13], [14].

The Selenium and Vitamin E Cancer Prevention Trial (SELECT) was initiated in 2001 to conduct a large, randomized controlled clinical trial on the efficacy of the antioxidants selenium and vitamin E in the prevention of prostate cancer [15]. Results from two previously published clinical trials [16], [17] suggested that these two antioxidants could prevent prostate cancer development. However, initial results published in 2009 [18] showed that neither selenium, vitamin E, nor their combination significantly prevented prostate cancer in the study population. Follow-up results published in late 2011 [19] showed that vitamin E treatment increased rather than decreased the risk of development of prostate cancer. This concerning finding highlights the importance of understanding the role of ROS in prostate tumorigenesis. In fact, one of the lead authors of the SELECT trial has suggested that any success in future chemoprevention may reside in the identification of specific risk factors in individuals that will help determine the effect any agent may have on their tumor development [20].

NKX3.1 is a homeodomain transcription factor whose loss of expression correlates with human prostate cancer progression [21], [22], [23]. NKX3.1 expression is lost early in tumorigenesis, suggesting that it is an early step in the progression to malignant disease. While several studies have investigated the role Nkx3.1 loss plays in prostate cancer [24], [25], [26], [27], [28], [29], [30], [31], [32], [33], [34], much remains unknown. *Nkx3.1^−/−^* mice are a model of the early stages of prostate tumorigenesis, exhibiting hyperplasia and dysplasia at 8 weeks of age and progressing to prostatic intraepithelial neoplasia (PIN), a precursor lesion to prostate cancer, later in life [35], [36], [37]. With additional genetic lesions, such as the loss of one allele of the Pten tumor suppressor gene [38], these mice develop prostate cancer. Ouyang *et al.* showed that prostates of *Nkx3.1^−/−^* mice show dysregulation of several antioxidant and pro-oxidant control enzymes, accompanied by elevated oxidative stress [39]. They and others have suggested that increased oxidative stress may be an important way in which Nkx3.1 loss promotes prostate tumor initiation [40], [41]. However, the ability of oxidative stress to mediate the hyperplasia of the *Nkx3.1^−/−^* mouse prostate has not been examined.

In this study, we tested the ability of antioxidant treatment to prevent the prostate pathology of *Nkx3.1^−/−^* mice. Interestingly, we found that antioxidant treatment did not inhibit, but instead promoted, the hyperplastic phenotype of the *Nkx3.1^−/−^* prostate. NAC treatment of *Nkx3.1^−/−^* prostate also induced expression of a pro-proliferative gene signature, as demonstrated by Genome Set Enrichment Analysis (GSEA). This suggests that ROS restrain the proliferative potential of the prostate epithelium in the setting of Nkx3.1-loss. Our studies give new insight into the failure of antioxidants to prevent prostate cancer in healthy men.

## Materials and Methods

### Animals

*Nkx3.1^−/−^* mice have been described [36]. Mice were maintained at Vanderbilt University Medical Center in compliance with national and institutional animal welfare standards. For NAC treatment, *Nkx3.1^+/+^* and *Nkx3.1^−/−^* pups were weaned at 3 weeks of age and littermates were divided between NAC treatment cages or vehicle cages. Mice received vehicle or 5 mM NAC (Sigma) in drinking water *ad lib* beginning at weaning for 13 weeks. The pH of NAC solution was adjusted to that of regular drinking water. Analysis of water intake and weight data after the conclusion of the experiment showed that the NAC dosage achieved was 158.5 mg/kg/day in *Nkx3.1^+/+^* mice and 140.7 mg/kg/day in *Nkx3.1^−/−^* mice. At the end of 13 weeks of treatment, the mice were euthanized following BrdU intraperitoneal injection (50mg/kg) for prostate histological analysis. Animal protocol M/08/047 was approved by Vanderbilt's Institutional Animal Care and Use Committee.

### Quantitative reverse transcription-PCR (qRT-PCR)

Total RNA was extracted from snap-frozen mouse anterior prostate tissue according to the Trizol® manufacturer's protocol. RNA was treated with RQ1 Rnase-free DNAse (Promega) according to manufacturer's protocol and incubated at 37°C for 20 minutes, followed by purification using the RNA Clean Up protocol from the RNeasy Mini Kit (Qiagen). 1 ug RNA was subjected to reverse transcription using M-MLV Reverse Transcriptase (Invitrogen). Quantitative real time PCR was performed using SYBR® Green and the Applied Biosystems 7300 Real Time PCR system with gene-specific primers designed using Applied Biosystems Primer Express® software. The following primers were used: *18s* forward (5′-CGCCGCTAGAGGTGAAATTCT-3′), *18s* reverse (5′-CGAACCTCCGACTTTCGTTCT-3′), *Gpx2* forward (5′-TGACCCGTTCTCCCTCATG-3′), *Gpx2* reverse (5′-GCGCACGGGACTCCATAT-3′), *Prdx6* forward (5′-TCTGGCAAAAAATACCTCCGTTA-3′), *Prdx6* reverse (5′-GCCCCAATTTCCGCAAAG-3′), *Qsox1* forward (5′-GGCTGGGAGGGTGACAGTT-3′), and *Qsox1* reverse (5′-std 18 GCCCCTACCACCAAGCAA-3′), The expression of each mRNA was normalized to *18s* rRNA expression.

### ChIP-qPCR of Nkx3.1 binding sites in LNCaP cells

Chromatin immunoprecipitation (ChIP) was performed using the ChIP Assay kit (Millipore) as described by the manufacturer with the following modifications. LNCaP cells (ATCC) were grown in RPMI medium supplemented with 10% fetal bovine serum (FBS) and 1 nM dihydrotestosterone (DHT) for 48 hours. Cells were fixed in 1% formaldehyde at 37°C for 10 minutes to crosslink protein-DNA complexes. Next, cells were thoroughly washed with ice-cold PBS, pelleted, and resuspended in SDS lysis buffer [1% SDS, 10 mM EDTA, 50 mM Tris at pH 8.1]. Chromatin was sheared to a size of ∼300–500 base pairs and diluted 1∶10 with ChIP dilution buffer. An aliquot of the diluted sample (1%) was saved as input. Samples were precleared and precipitated overnight at 4°C with anti-NKX3.1 (Santa Cruz Biotechnology) or normal goat IgG (Santa Cruz Biotechnology) antibodies. Antibody complexes were collected with Protein A Agarose/Salmon Sperm DNA (Millipore) for 2 h and washed extensively per manufacturer's instructions. Samples were reverse cross-linked at 65°C overnight with 0.3 M NaCl and 30 µg of RNase A (Qiagen). Input and bound DNA were purified with a PCR Purification kit (Qiagen) and analyzed by qPCR (Applied Biosystems 7300) using SYBR Green. The following primers were used for qPCR: *QSOX1* forward (5′-CCTTCATTGCTATTCACTGGCTAA-3′), *QSOX1* reverse (5′-TCCCCAACTGCAATGCAAA-3′), *PRDX6* forward (5′- GGTGGCCGAAAGACTTTTTG-3′), *PRDX6* reverse (5′- TGGCTCTTCCTAAAGCTGTTATCA-3′), *GPX2* forward (5′- GAATCAGTCTAGCAAAGGATCAAACA-3′), and *GPX2* reverse (5′-GCATAGAGGGTGTAGTTACTGAGAACA-3′). Immunoprecipitated DNA was normalized to 1% input. Results are presented as mean ± SD.

### DHE staining

DHE staining was performed on anterior prostate tissue frozen in Tissue Tek® OCT embedding medium. 10 µm sections were cut and stained with 10 µM dihydroethidium (Molecular Probes) for 30 minutes in a 5% CO_2_ incubator and visualized on a Zeiss fluroescent microscope. Fluorescence intensity of each image was scanned and scored using Bio Rad GS-700 Imaging Densitometer and BioRad Quantity One® software.

### Histology and immunohistochemistry

Tissue was fixed overnight in 10% formalin solution and washed in 70% ethanol. Tissue processing and hematoxalin and eosin (H&E) staining was performed by the Vanderbilt Translational Pathology Shared Resource. For immunohistochemistry, paraffin embedded sections were deparaffinized, rehydrated, and steam/pressure antigen retrieval was performed. The following antibodies were used: anti-BrdU (mouse, 1∶200, Santa Cruz Biotechnology), anti-phospho histone H3 (rabbit, 1∶500, Millipore), anti-cleaved caspase-3 (rabbit, 1∶200, Cell Signaling), anti-smooth muscle actin (mouse, 1∶2000, Sigma), anti-p63 (PIN cocktail, Biocare Medical), anti-AR (rabbit, 1∶600 Santa Cruz Biotechnology), anti-p16 (rabbit, 1∶1000, Santa Cruz Biotechnology), anti-8-Hydroxydeoxyguanosine (8-OHdG) (mouse, 1∶1000, QED Bioscience), anti-p27 (mouse, 1∶2000, BD Transduction Laboratories), and anti-p21 (mouse, 1∶50, Santa Cruz Biotechnology). Horseradish peroxidase (HRP) conjugated secondary antibodies (BioRad) were used to detect primary antibodies and 3, 3′-diaminobenzidine (Sigma) or Nova Red (Vector Laboratories) were used as the chromogenic substrates. Counterstain was performed with hematoxylin.

### Immunohistochemistry quantification

Three independent fields of anterior prostate at 60× were observed for 8-OHdG immunohistochemical staining in one year old *Nkx3.1^+/+^* and *Nkx3.1^−/−^* mice and for BrdU, pHH3, and/or activated caspase 3 staining in the *Nkx3.1^+/+^* and *Nkx3.1^−/−^* vehicle and NAC-treated mice. Number of total cells and cells staining positive for each of the markers were recorded and data was reported as percent cells positive for the marker. In all cases, at least 500 total cells were counted per mouse.

### Statistical analysis

Statistical analysis for immunohistochemisrty, qRT-PCR, and fluorescence intensity image data was performed using two tailed Student's t-Test, with two samples of unequal variance. All results are presented as mean ± Standard Deviation. P values≤0.05 are considered significant.

### Microarray and Genome Set Enrichment Analysis (GSEA)

Total RNA from four vehicle and four NAC-treated *Nkx3.1^−/−^* mice was extracted from snap-frozen mouse anterior prostate tissue according to the Trizol® manufacturer's protocol. RNA was treated with RQ1 Rnase-free DNAse (Promega) according to manufacturer's protocol, followed by purification using the RNA Clean Up protocol from the RNeasy Mini Kit (Qiagen). RNA was processed and microarray analysis was performed by the Vanderbilt Genome Sciences Resource Core. Briefly, RNA was quantified using the Qubit RNA assay and RNA quality was assessed with the Agilent Bioanalyzer. cDNA was generated using the Ambion® WT Expression Kit. After fragmentation, the cDNA was labelled and hybridized to Affymetrix Mouse Gene 1.0 ST arrays. Arrays were scanned with Affymetrix Gene Chip Scanner [version 3.2.2]. CEL files were imported to R [version 2.15.1] for quality control and pre-processing. Arrays for three vehicle and four NAC-treated mice passed quality control. Using the Affy package [version 1.34.0] [42], raw intensity scores for probes were normalized by quantiles, background corrected with RMA [43], and summarized by median polish using PM-only probes. The C2 (curated) gene sets of MSigDB [version 3.0] were queried using GSEA [version 2.07] [44] to test for differences between vehicle and NAC-treated prostates. Relationships between functional terms were visualized in Cytoscape [version 2.8.3] [45] with the Enrichment Map package [version 1.2] [46]. All microarray and GSEA analysis was performed on a node running Debian Linux [version 6.0.5].

## Results

### Nkx3.1 directly regulates antioxidant and pro-oxidant genes in the prostate

Previous gene expression analyses studies have revealed mis-expression of antioxidant and pro-oxidant genes in the *Nkx3.1* null mouse prostate, including Glutathione peroxidase (*Gpx2*), Peroxiredoxin 6 (*Prdx6*), and quiescin Q6 sulfhydryl oxidase 1 (*Qsox1* or *Qscn6*) [26], [39], [47]. We performed qRT-PCR analysis on anterior prostates to confirm these gene expression changes. Expression of the antioxidant genes Gpx2 and Prdx6 was decreased in 10–11-week-old and 16–17-week-old *Nkx3.1^−/−^* mice, while expression of the pro-oxidant gene Qsox1 was elevated in these mice (Figure 1A). Examination of chromatin immunoprecipitation coupled to massively parallel sequencing (ChIP-seq) analysis for Nkx3.1 in mouse prostate [47] and the human prostate cancer cell line LNCaP (PDA, ML and SAA, manuscript in preparation) performed by our laboratory revealed binding sites for Nkx3.1 in both human and mouse tissue at all three genes (Figure 1B, 1C). Therefore, Gpx2, Prdx6 and Qsox1 are direct target genes of the Nkx3.1 transcription factor.

**Figure 1:**
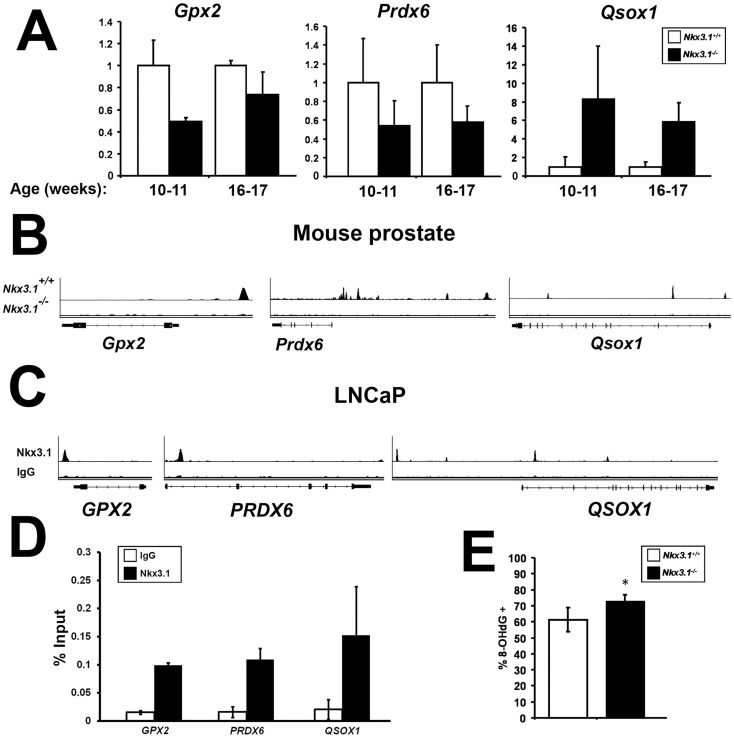
*Nkx3.1^−/−^* mouse prostate shows dysregulation of oxidative stress genes and increased oxidative stress levels. (A) Quantitative reverse transcriptase-PCR analysis of RNA from 10–11-week and 16–17-week-old *Nkx3.1^+/+^* and *Nkx3.1^−/−^* mouse anterior prostate for the expression of *Gpx2*, *Prdx6*, and *Qsox1*. Expression levels are relative to 18s rRNA. (10–11 weeks: n = 4 *Nkx3.1^+/+^*, n = 2 *Nkx3.1^−/−^*; 16–17 weeks: n = 3 *Nkx3.1^+/+^*, n = 5 *Nkx3.1^−/−^*) (B) ChIP-seq screen shots from Integrative Genomics Viewer (IGV) displays direct binding of Nkx3.1 to the gene loci of *Gpx2*, *Prdx6* and *Qsox1* in mouse prostate, (C) and to *GPX2*, *PRDX6* and *QSOX1* in the human prostate cancer cell line LNCaP. (D) ChIP-qPCR analysis for Nkx3.1 binding sites in *GPX2*, *PRDX6*, and *QSOX1*. Results are presented for each binding site primer set with anti-NKX3.1 antibody and IgG control. Immunoprecipitated DNA was normalized to 1% input. (E) Percent positive stained anterior prostate epithelial cells from immunohistochemical staining for 8-OHdG in one-year-old *Nkx3.1^+/+^* and *Nkx3.1^−/−^* anterior prostate. (n = 5 in each group) Student's t-Test * = p≤0.05.

### *Nkx3.1^−/−^* mouse prostate displays increased oxidative stress

The most common oxidative DNA base lesion, 8-OHdG, is commonly used as a marker of persistent oxidative stress [48]. Immunohistochemical staining of one-year-old mouse anterior prostate showed significantly increased staining in *Nkx3.1^−/−^* mice (Figure 1D). These results confirm earlier findings of increased oxidative DNA damage in the prostates of independently generated *Nkx3.1^−/−^* mice [39].

### NAC treatment of *Nkx3.1^−/−^* mice does not inhibit hyperplastic prostate phenotype

To determine if increased oxidative stress plays a causative role in the hyperplasia and dysplasia observed in the *Nkx3.1^−/−^* mouse prostate, we treated *Nkx3.1^−/−^* mice with 5 mM NAC in their drinking water from 3 weeks of age until mice were sacrificed at 16 weeks of age (Figure 2A). The 5 mM NAC concentration was chosen to achieve a dosage of approximately 125 mg/kg/day for 13 weeks, a dosage and treatment duration shown to inhibit plasma ROS, decrease oxidative DNA and protein lesions in the prostate, and decrease the incidence of prostate anterior lobe hyperplasia in the Transgenic Adenocarcinoma Mouse Prostate (TRAMP) model [7], [8]. Examination of water intake and weight data revealed that the achieved dosage for the *Nkx3.1^−/−^* mice was approximately 140 mg/kg/day. The 13 week NAC treatment decreased ROS levels in the anterior prostate as shown by decreased staining for superoxide using the fluorescent dye dihydroethidium (DHE) (Figure 2B, 2C).

**Figure 2:**
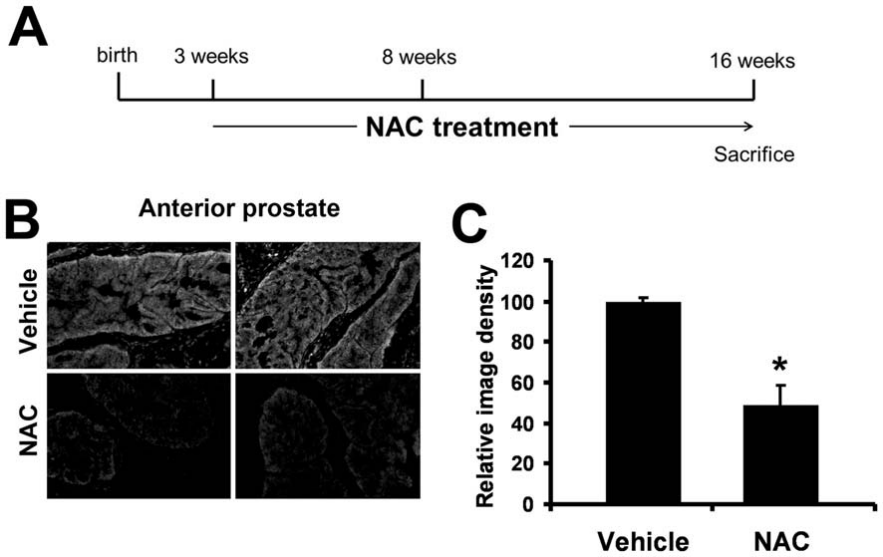
Antioxidant treatment of *Nkx3.1^−/−^* mice decreases prostatic ROS. (A) *Nkx3.1^−/−^* mice were treated with 5 mM N-acetylcysteine (NAC) *ad lib* in their drinking water postweaning for 13 weeks. Mice were sacrificed for analysis at the end of treatment (16 weeks of age). (B) Dihydroethidium (DHE) staining of frozen anterior prostate from *Nkx3.1^−/−^* vehicle or NAC-treated mice. (C) Quantification of DHE staining density. (n = 3 in each group) Student's t-Test * = p≤0.05.

Histological analysis of *Nkx3.1^−/−^* anterior prostate, the prostatic lobe which displays the severest *Nkx3.1^−/−^* phenotype, showed that the NAC treatment did not reverse the *Nkx3.1^−/−^* phenotype. Observation of 23 control and 24 NAC-treated *Nkx3.1^−/−^* prostates revealed that the NAC-treated prostates did not have less hyperplasia or dysplasia than the control prostates (Figure 3A). Immunohistochemical staining for smooth muscle actin was unchanged between treated and untreated mice, suggesting the prostate epithelial cells did not alter gland structure or invade the stromal compartment (Figure 4B). Immunostaining for p63 (basal cell marker) and androgen receptor (AR) remained unchanged with treatment, showing no major histological alterations of the prostate epithelium after NAC treatment (Figure 3B).

**Figure 3:**
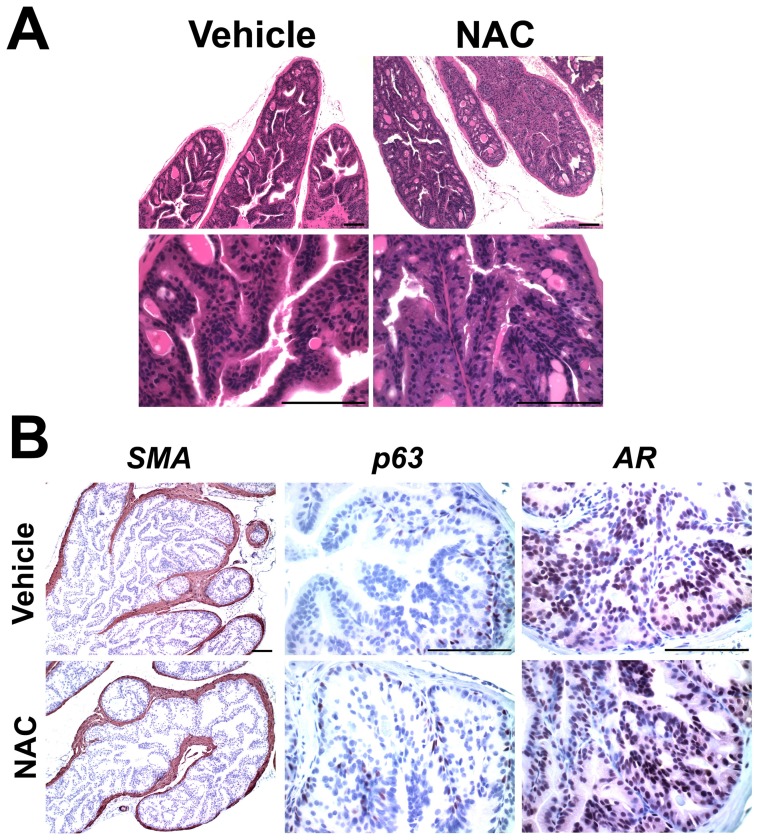
NAC treatment does not alter prostate histology in *Nkx3.1^−/−^* mice. (A) Hematoxalin and eosin stained sections of *Nkx3.1^−/−^* anterior prostate do not display significant histological changes with NAC treatment. (B) Immunohistochemical staining of anterior prostate for smooth muscle actin (SMA), p63, and androgen receptor (AR) do not have significant changes in staining pattern. Scale bar = 0.1 mm.

**Figure 4:**
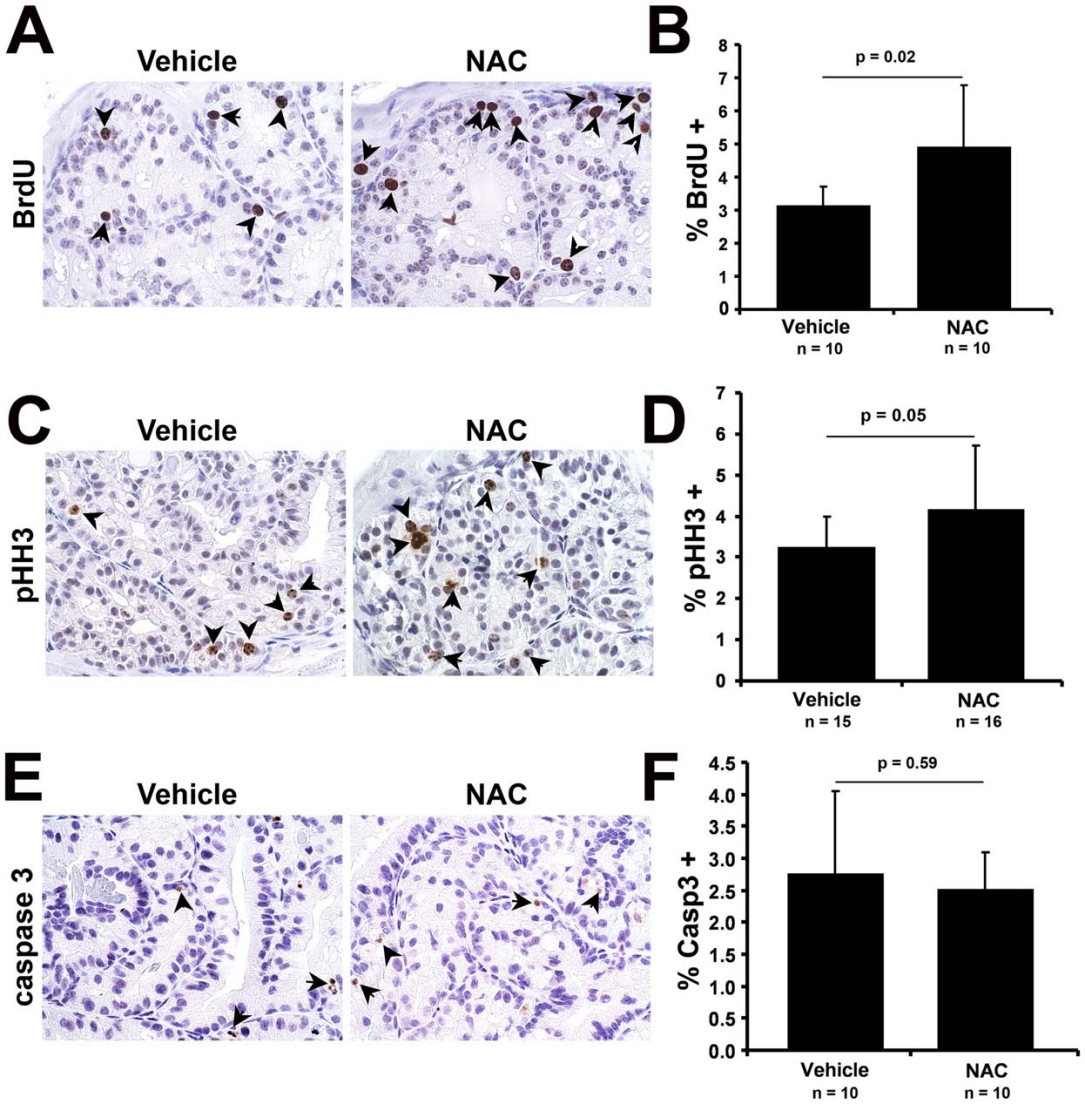
NAC treatment promotes epithelial proliferation in the *Nkx3.1^−/−^* prostate. (A), (C), (E) Representative images from immunohistochemical staining of *Nkx3.1^−/−^* vehicle and NAC-treated anterior prostate with antibodies specific to BrdU (A), pHH3 (C), and activated caspase-3 (E). (B), (D), (F) Quantification of immunohistochemical stains. p values for a Student's t-Test are shown.

### NAC treatment of *Nkx3.1^−/−^* mouse prostate promotes increased proliferation

To assess cell proliferation in the prostate after NAC treatment, mice were injected with BrdU three hours prior to sacrifice to label cells undergoing DNA synthesis, indicating the proportion of cells progressing though the cell cycle. Surprisingly, the percentage of anterior prostate epithelial cells staining positive for BrdU was increased by 60% in the NAC-treated *Nkx3.1^−/−^* mice (p = 0.02, n = 10 in each group, Figures 4A, 4B). Staining for the mitotic cell marker pHH3 was also increased by 30% in the NAC-treated animals (p = 0.05, n = 15 vehicle, n = 16 NAC, Figures 4C, 4D). However, activated caspase-3 staining revealed that apoptosis was unchanged with NAC treatment (p = 0.59, n = 10 in each group, Figures 4E, 4F). The observed increase in proliferation without a concurrent decrease in apoptosis suggests NAC treatment increases prostate epithelial cell numbers in the *Nkx3.1^−/−^* prostate.

### NAC treatment of *Nkx3.1^+/+^* mouse prostate does not affect proliferation

To determine if NAC treatment affects prostate epithelial cell proliferation in the absence of Nkx3.1-loss and elevated oxidative stress, we treated *Nkx3.1^+/+^* mice with NAC in the same manner as was used for the *Nkx3.1^−/−^* mice. The dosage achieved in the *Nkx3.1^+/+^* mice was comparable to the *Nkx3.1^−/−^* mice at approximately 160 mg/kg/day. The NAC treatment did not alter overall prostate histology in the *Nkx3.1^+/+^* mice (Figure 5A). BrdU and pHH3 immunohistochemical analyses showed that NAC treatment did not alter the proliferation index of the *Nkx3.1^+/+^* anterior prostate (Figure 5B, 5C).

**Figure 5:**
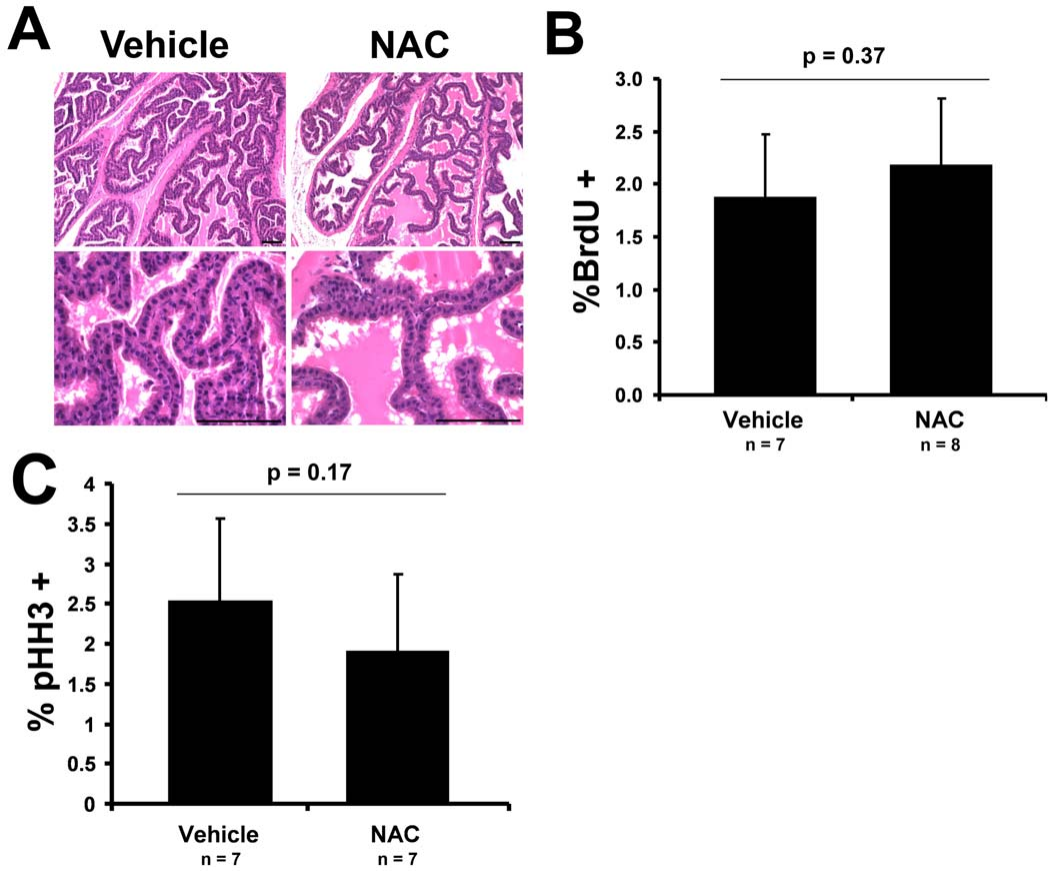
NAC treatment does not alter epithelial proliferation in the *Nkx3.1^+/+^* prostate. (A) H&E sections of *Nkx3.1^+/+^* vehicle and NAC-treated anterior prostate show no change in histology. Scale bar = 0.1 mm. (B) Quantification of BrdU immunohistochemical staining in *Nkx3.1^+/+^* vehicle and NAC-treated anterior prostate. (C) Quantification of pHH3 immunohistochemical staining in *Nkx3.1^+/+^* vehicle and NAC-treated anterior prostate. p value for a Student's t-Test is shown.

### NAC treatment of the *Nkx3.1^−/−^* mouse prostate promotes expression of a pro-proliferative gene signature

ROS have been shown to induce senescence and quiescence in human and mouse models of disease [49]. Because quenching of prostatic ROS with NAC increased epithelial cell proliferation, we hypothesized that oxidative stress in the *Nkx3.1*-null prostate induces cell cycle arrest. We performed immunohistochemical staining for well-defined markers of senescence (p16, p21) and quiescence (p27) in *Nkx3.1^−/−^* vehicle and NAC-treated prostates. Expression of these markers remains unchanged with NAC treatment (Figure 6).

**Figure 6:**
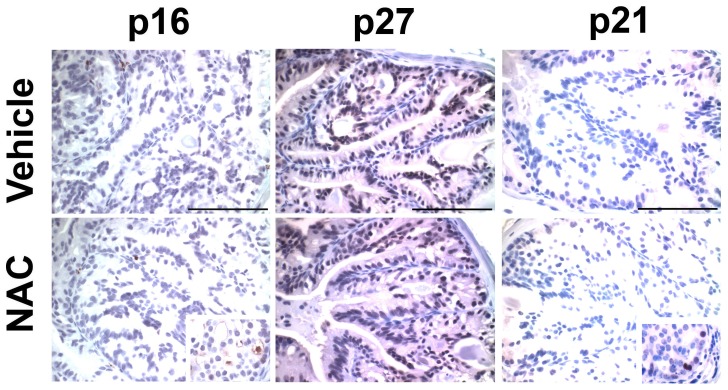
NAC treatment of the *Nkx3.1^−/−^* prostate does not alter expression of well-established senescence and quiescence markers. Immunohistochemical staining of *Nkx3.1^−/−^* vehicle and NAC-treated anterior prostate for p16, p27, and p21. *p16 inset*: positive control for p16 staining from *PbCre4; Pten^f/f^* prostate [73]. *p21 inset*: positive control for p21 staining from *PbCre4; Pten^f/f^; p53^f/+^* prostate [74]. Scale bar = 0.1 mm.

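Gene expression was measured in Nkx3.1−/− mice that received vehicle or 5 mM N-acetylcysteine (NAC), an antioxidant and precursor of glutathione, in the drinking water for 13 weeks and were 16 weeks old when the tissue was taken. RNA of each mouse was labelled and hybridized to an Affymetrix Mouse Gene 1.0 ST array, on which short probes along a transcript are combined into 1 value per probe set. The 7 arrays are vehicle replicates 1, 2 and 4 and NAC replicates 1 to 4; RNA had been taken from 4 vehicle mice, and 1 vehicle array did not pass the authors' quality control. The methods and the extraction protocol name the anterior prostate, while a tissue label of the samples names the whole prostate. Littermates were divided between NAC and vehicle cages, so an effect of the cage cannot be told apart from one of the treatment. The authors normalized the arrays by quantiles, corrected the background with RMA and summarized probes by median polish, and the resulting log2 values, as deposited, were used without further normalization. The table holds 20696 probe sets, of which 18950 name 1 gene, 678 name several and 1068 name none in the annotation used here. They give 18938 genes, with the probe set of the highest mean kept for each gene. The median of an array lies between 7.12 and 7.16, and pairs of arrays correlated across genes with r from 0.995 to 0.998, where genes are not independent replicates. For 7568 genes (40.0%), at least 3 arrays hold the same value, which limits what small differences can show. NAC and vehicle were compared gene by gene with limma and for gene lists with camera, with adjusted p-values by Benjamini-Hochberg, and the 7 mice limit the precision of every value. NAC replicate 3 stands apart in transcripts of other tissues. On that array, the surfactant gene Sftpc was at 10.51 and the club cell secretoglobin Scgb1a1 at 9.29, while the highest values on the other arrays were 5.26 and 4.03. In all, 23 genes were more than 1 log2 unit above every other array on NAC replicate 3, against 7 on NAC replicate 4, 6 on NAC replicate 1, 2 on NAC replicate 2 and 0 on each vehicle array.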

In order to analyze global gene expression changes associated with NAC treatment of the *Nkx3.1^−/−^* prostate, we performed Affymetrix microarray analysis on total RNA extracted from three *Nkx3.1^−/−^* vehicle and four *Nkx3.1^−/−^* NAC-treated anterior prostates. Genome Set Enrichment Analysis (GSEA) [44],[50] is used to determine if the expression of *a priori* defined gene sets, relating to biological pathways or experimental conditions, is significantly altered in the experimental tissue of interest. GSEA allows for detection of modest gene expression changes of many genes in one pathway that as a group may have a functional biological effect. The GSEA Molcular Signatures Database (MSigDB) collections consist of sets of human genes. We compared our mouse gene expression data to the human gene sets using the human genes orthologous to the mouse genes. Using the C2 (curated) gene sets collection, we identified many gene sets that were significantly enriched or depleted in NAC-treated *Nkx3.1^−/−^* prostates, including several that are associated with proliferation control and quiescence (Tables S1 and S2).

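Of the 18938 genes, those with the smallest unadjusted p among genes whose groups did not overlap included, higher with NAC, the interferon alpha gene Ifnab, the calcium-binding proteins S100a11 and S100a10 and the selenoprotein Selenon, and, lower with NAC, the LIM-domain protein Crip1, Srpx and the ISG15 protease Usp18. Olfactory receptor genes aside, Ifnab had the smallest p of these higher genes, at 5.84 ± 0.11 (SD, n = 3) with vehicle and 6.22 ± 0.05 (SD, n = 4) with NAC. S100a11 was at 9.89 ± 0.11 (SD, n = 3) with vehicle and 10.32 ± 0.09 (SD, n = 4) with NAC, a log2 fold change of 0.42 (standard error 0.07). The log2 fold changes of S100a10 and Selenon were 0.40 (standard error 0.07) and 0.77 (standard error 0.14). Crip1 was at 10.82 ± 0.06 (SD, n = 3) with vehicle and 9.82 ± 0.32 (SD, n = 4) with NAC, and Srpx had a log2 fold change of -0.63 (standard error 0.08). Among gene sets of the Reactome collection, ranked by GSEA on the signal-to-noise ratio, sets of striated muscle contraction (normalized enrichment score 1.92, FDR 0.030), platelet degranulation (1.83, FDR 0.030) and extracellular matrix organization (1.68, FDR 0.018) were enriched with NAC. Sets of epigenetic regulation of gene expression (-2.04, FDR 0.030), chromatin modifying enzymes (-1.77, FDR 0.030) and RNA polymerase I, III and mitochondrial transcription (-1.87, FDR 0.066) were depleted. Of the 701 sets tested, 30 were enriched and 46 depleted at an FDR under 0.25, and 0 in either direction passed camera with an estimated correlation. The ratio used a minimum SD of 0.2 times the mean, which exceeded the SD of every measured gene that the paper names. For such genes the ratio followed the log2 fold change relative to the mean, not the spread of replicates. Without the minimum SD, 93 sets were enriched and 148 depleted. With limma, 0 genes had an adjusted p under 0.05, and the smallest was 0.827. At an unadjusted p under 0.05 there were 357 genes higher and 479 lower with NAC, 836 in all (1257 without NAC replicate 2), where 946.9 would be reached by chance. Without NAC replicate 3, the striated muscle contraction set had a normalized enrichment score of 0.68 (FDR 1). Without NAC replicate 4, the sets of epigenetic regulation (-1.55, FDR 0.364), chromatin modifying enzymes (-0.996, FDR 1) and RNA polymerase I, III and mitochondrial transcription (-1.38, FDR 0.577) did not pass, and Crip1 (log2 fold change -1.15, limma adjusted p = 0.033) was the 1 gene called. The epigenetic set did not pass without vehicle replicate 1 either (-1.66, FDR 0.283), the chromatin set not after quantile normalization again (-0.98, FDR 0.911) or without dim genes (-1.35, FDR 0.437), and the muscle set not without dim genes (1.63, FDR 0.437). The enriched sets numbered 13, 53, 10, 63, 48 and 10 without vehicle replicates 1, 2 and 4 and NAC replicates 1, 2 and 3, and the depleted sets 9, 17, 91, 98, 16 and 2 without vehicle replicates 1 and 4 and NAC replicates 1, 2, 3 and 4.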

To obtain a broader picture of the relationships between the significantly altered gene sets in NAC-treated *Nkx3.1^−/−^* prostates, we performed Enrichment Map analysis [46]. This is a method for GSEA interpretation and visualization which constructs networks from gene sets (nodes) containing overlapping genes. Analysis of identified networks using Enrichment Map can yield important information about the broad biological processes altered in a treatment group. Enrichment Map results for all networks containing ≥5 nodes are presented in Figure 7A. The first network we term “proliferation control” and consists of 7 nodes. One of these upregulated “proliferation control” gene sets (GRAHAM_NORMAL_QUIESCENT_VS_NORMAL_DIVIDING_DN) is a gene set consisting of transcripts that are downregulated during quiescence of hemopoetic stem cells (HSCs) and another is a set upregulated in dividing leukemia stem cells compared to quiescent HSCs (GRAHAM_CML_DIVIDING_VS_NORMAL_QUIESCENT_UP) (Figure 7B,[51]). 

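The leading edge genes of both sets in Table 1 include the thymidine kinase Tk1, the kinetochore and spindle genes Ndc80, Bub1 and Dlgap5 and the anaphase activator Cdc20, all needed for DNA synthesis or mitosis. All 21 measured leading edge genes of GRAHAM_NORMAL_QUIESCENT_VS_NORMAL_DIVIDING_DN were higher with NAC, with a median log2 fold change of 0.17. All 46 of GRAHAM_CML_DIVIDING_VS_NORMAL_QUIESCENT_UP were higher too, with a median of 0.14. These genes were chosen by the study on the same arrays, so their direction is not independent evidence. In the first list, the smallest p belonged to Dlgap5, with a log2 fold change of 0.17 (standard error 0.07), and to Cotl1, an actin-binding protein, with 0.19 (standard error 0.08). The largest log2 fold change of either list, 0.70 (standard error 0.29), was that of Cd36, a fatty acid transporter of adipocytes and macrophages. Cd36 was at 7.94 on NAC replicate 3 and at most 6.95 on any other array. Xist, a gene of the second list, was at 6.74 on NAC replicate 3. Its values on the other NAC arrays, from 4.88 to 5.23, were not above those with vehicle, from 5.23 to 5.30. Acot7, Nek2 and Mical2 of the second list had log2 fold changes of 0.10, 0.11 and 0.12. With camera, both lists passed at an adjusted p of 2.6e-08 and 1.4e-12. The first did not pass with an estimated correlation (adjusted p = 0.093 with an estimated correlation), and the second did (adjusted p = 0.041). Adjusted over the list alone, 0 genes of either passed with limma. Of the 21 genes, 15 were highest on NAC replicate 3, and without that array the medians were 0.08 and 0.09. On that array, markers of adipocytes averaged 0.82 and markers of skeletal muscle 0.52 above the mean of the 7 arrays.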

Another upregulated “proliferation control” gene set is ROSTY_CERVICAL_CANCER_PROLIFERATION_CLUSTER, consisting of genes controlling cell division and proliferation and associated with an increased severity and early relapse in cervical cancer (Figure 7B, [52]). 

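The leading edge genes of ROSTY_CERVICAL_CANCER_PROLIFERATION_CLUSTER hold many genes of mitosis, among them the proliferation marker Mki67, the polo-like kinase Plk1, the aurora kinases Aurka and Aurkb and the mitotic entry gene Cdca3. All 46 measured genes were higher with NAC, with a median log2 fold change of 0.13 and values from 0.06 to 0.27. Cdca3 had the smallest p, at 7.13 ± 0.08 (SD, n = 3) with vehicle and 7.31 ± 0.06 (SD, n = 4) with NAC, and all 4 NAC arrays lay above the 3 vehicle arrays. Mki67 was at 8.07 ± 0.13 (SD, n = 3) with vehicle and 8.29 ± 0.29 (SD, n = 4) with NAC, where NAC replicate 4, at 7.85, was below every vehicle array, and its log2 fold change of 0.22 was 0.36 without that array and 0.14 without vehicle replicate 4. As for the other lists of Table 1, the study picked these genes from the same arrays, and their direction is not independent evidence. The list passed camera at an adjusted p of 2.2e-12, and had an adjusted p = 0.074 with an estimated correlation. With limma, 0 genes passed, where the smallest p adjusted over the list alone was 0.391. Highest on NAC replicate 3 were 24 of the 46 genes, and the median without that array was 0.08.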

Enrichment of this network in the NAC-treated prostate serves as further quantitative evidence of increased proliferation in *Nkx3.1^−/−^* prostate upon NAC treatment. 

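Cell cycle genes were also examined through lists that were not taken from Tables 1 or 2. Of 52 measured genes of G2 and M phase, 40 were higher with NAC and 12 lower, with a median log2 fold change of 0.05. Their smallest p-values belonged to Cdca3, the centrosome kinase Nek2, Dlgap5 and Lbr, a receptor of the nuclear envelope with a log2 fold change of -0.10 (standard error 0.04). Of 40 measured genes of S phase, 25 were higher and 15 lower, with a median of 0.01. Among them, Gins2 and Mcm5, parts of the replicative helicase, had log2 fold changes of 0.13 (standard error 0.05) and 0.08 (standard error 0.04), and Pold3, a subunit of DNA polymerase delta, had -0.16 (standard error 0.07). Table 1 holds 17 of the G2/M genes and 7 of the S phase genes. A list of the 68 measured cell cycle genes outside Table 1 had 41 genes higher, 27 lower and a median of 0.01. The genes of Table 1 were picked as higher with NAC on these arrays, so leaving them out lowers the rest. The list outside Table 1 is therefore not an independent test of the cell cycle. The G2/M list rose by camera, with an adjusted p of 0.017, but with an adjusted p = 0.71 with an estimated correlation; the S phase list (adjusted p = 0.351) and the list outside Table 1 (adjusted p = 0.843) did not pass. Among Reactome sets, mitotic cell cycle (normalized enrichment score -0.81, FDR 1), DNA replication (0.58, FDR 1) and mitotic prometaphase (1.08, FDR 0.777) did not pass, but the last passed without NAC replicate 4 (1.72, FDR 0.099), with -1.10 without NAC replicate 2, -0.75 without NAC replicate 3 and -0.94 without dim genes, and DNA replication passed without the minimum SD (1.35, FDR 0.185), with -0.72 without NAC replicate 2 and -0.67 without NAC replicate 3. The score of the mitotic cell cycle was above 0, without passing, after quantile normalization again (0.88) and without vehicle replicates 1 (0.68) or 2 (0.71) or NAC replicates 1 (0.66) or 4 (1.27). The G2/M median was 0.03 without vehicle replicate 4, NAC replicate 2 or NAC replicate 3, each of which ended the call. Without NAC replicate 4, it was 0.11, and the S phase list (0.04) and the list outside Table 1 (0.04) passed limma's camera at adjusted p = 0.011 and 0.0011.

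**Figure D1:**
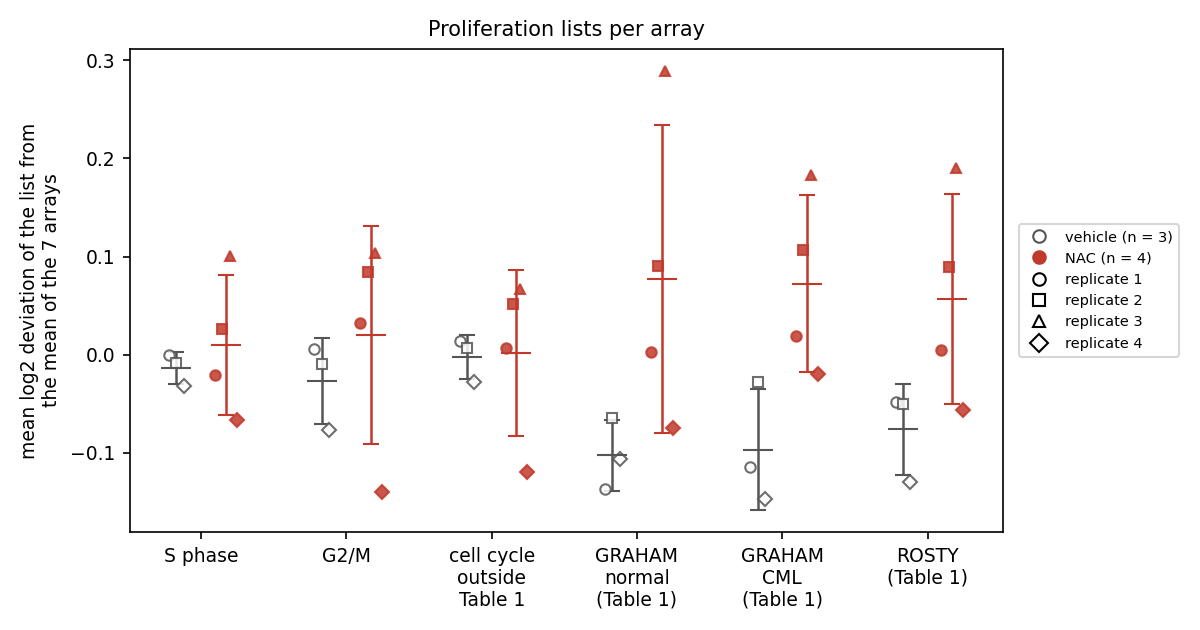
Proliferation lists per array. The y axis gives the mean over a list's genes of the log2 deviation from the mean of the 7 arrays, on the x axis by list, with vehicle arrays open and grey (n = 3) and NAC arrays filled and red (n = 4), the bars giving mean and SD and the symbols the replicate number; the lists of Table 1 were chosen by the study on these arrays. In the G2/M list, NAC replicate 4 is lowest at -0.14 and NAC replicate 3 highest at 0.10.

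The paper takes the enrichment of the “proliferation control” network with NAC as further quantitative evidence that NAC increased proliferation in the Nkx3.1−/− prostate.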

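The leading edge genes of REACTOME_G_ALPHA_I_SIGNALLING_EVENTS in Table 2, ligands and receptors that signal through inhibitory G proteins, were higher with NAC in all 62 measured cases, with a median log2 fold change of 0.10. Among them were the opioid receptor Oprm1 at 0.15 (standard error 0.05) and the peptide Apln at 0.15 (standard error 0.05). The B cell chemokine Cxcl13 had 0.38 (standard error 0.15) and the cannabinoid receptor Cnr1 0.16 (standard error 0.06). Cxcl13 was at 7.83 on vehicle replicate 1, at 8.40 and 8.41 on vehicle replicates 2 and 4, and from 8.51 to 8.72 with NAC. All 120 measured leading edge genes of REACTOME_GPCR_LIGAND_BINDING were higher, with a median of 0.11, and the melanopsin gene Opn4 and the Wnt ligand Wnt2b had the smallest p, at 0.24 (standard error 0.08) and 0.17 (standard error 0.06). The study chose both lists on these arrays, so that the direction of their genes is not independent evidence. By camera they had adjusted p-values of 8.3e-15 and 9.9e-21, and both an adjusted p = 0.034 with an estimated correlation. Without NAC replicate 3 the medians were 0.10 and 0.10. A list of chemokines and their receptors, written from textbook knowledge, rose with 39 of 55 measured genes higher, 16 lower and a median of 0.04 (camera adjusted p = 0.010, adjusted p = 0.61 with an estimated correlation). It holds 22 genes of Table 2, and of the other 33 genes 17 were higher, with a median of 0.00. Leaving out genes that were picked as higher on these arrays lowers the rest, so these 33 genes are not an independent test. Its smallest p belonged to Ccl6, a chemokine of myeloid cells, at 7.76 ± 0.17 (SD, n = 3) with vehicle and 8.19 ± 0.07 (SD, n = 4) with NAC. Ccl24, an eosinophil chemokine, had a log2 fold change of 0.23 (standard error 0.09) and Cxcl14, which is made by epithelium, -0.09 (standard error 0.04). Of 34 measured growth factors, 21 were higher and 13 lower, with a median of 0.02 (0.06 without vehicle replicate 2 and 0.01 without vehicle replicate 4), and the list did not pass limma's camera (adjusted p = 0.351). Igf1 (0.36, standard error 0.14) and Igf2 (0.15, standard error 0.06), the insulin-like growth factors, led it. Tgfb1 (0.09, standard error 0.04) and Wnt4 (0.11, standard error 0.06) followed. Igf1 was at 8.44 on NAC replicate 3, from 7.86 to 7.98 on the other NAC arrays and at most 7.74 with vehicle. Adjusted over the list alone, 0 chemokines and 0 growth factors passed with limma. The chemokine call was lost when the arrays were quantile normalized again (median 0.02, adjusted p = 0.073 from limma's camera) and without vehicle replicate 1 (0.03, adjusted p = 0.176). The Reactome set of chemokine receptors and their ligands did not pass (normalized enrichment score 1.34, FDR 0.437). It passed with the moderated t as the ranking (1.66, FDR 0.061), without the minimum SD (1.70, FDR 0.044), without vehicle replicate 2 (1.61, FDR 0.136) and without NAC replicate 1 (1.48, FDR 0.182), and had -0.98 without vehicle replicate 1.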

Another network upregulated in the NAC-treated *Nkx3.1^−/−^* prostates contains gene sets comprised in a large part by chemokine/growth factor genes such as REACTOME_G_ALPHA_I_SIGNALLING_EVENTS (Figure 7A, 7B). 

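Genes induced by interferon were lower with NAC. Of 40 measured genes of a list written from textbook knowledge, 36 were lower and 4 higher, with a median log2 fold change of -0.16. Usp18, which removes the ubiquitin-like protein ISG15, was at 8.28 ± 0.15 (SD, n = 3) with vehicle and 7.69 ± 0.18 (SD, n = 4) with NAC, a log2 fold change of -0.59 (standard error 0.11). The RNA sensor Dhx58 had -0.29 (standard error 0.07), the apoptosis-linked Xaf1 -0.25 (standard error 0.06) and the ubiquitin ligase Dtx3l -0.35 (standard error 0.08). Each of these 4 genes had all NAC arrays below all vehicle arrays. The list fell by camera, with an adjusted p of 1.7e-13, and had an adjusted p = 0.45 with an estimated correlation. Adjusted over the list alone, 6 genes were lower and 0 higher with limma, the smallest p being 0.034, while 0 passed over all genes. Of 14 measured genes of antigen presentation, 12 were lower and 2 higher, with a median of -0.08 (camera adjusted p = 0.0052, adjusted p = 0.61 with an estimated correlation), and Tapbp, Tap1, Nlrc5 and Cd74, which load or induce major histocompatibility molecules, had log2 fold changes of -0.15, -0.13, -0.25 and -0.15. Markers of macrophages and dendritic cells, with 15 of 23 genes higher and a median of 0.05, did not pass limma's camera (adjusted p = 0.225). In that list the dendritic cell genes Clec9a and Itgax had -0.21 and -0.20, and the macrophage genes C1qb and Mrc1 0.21 and 0.31. Lymphocyte markers, with 6 of 19 genes higher and a median of -0.03, did not pass either (adjusted p = 0.225 from limma's camera), and their smallest p belonged to the plasma cell gene Jchain at -0.48 (standard error 0.16). Ifnab, an interferon alpha gene that is not in these lists, was higher on all NAC arrays than on all vehicle arrays and did not pass limma over all genes. Table S2 of the paper lists interferon sets as depleted on these same arrays, so the direction of the interferon list is not independent evidence. The Reactome set of interferon alpha/beta signaling did not pass (normalized enrichment score -0.92, FDR 1), and its score was above 0 with the moderated t as the ranking (0.94), without the minimum SD (1.13), without vehicle replicate 4 (1.00) and without NAC replicate 3 (0.99). Without vehicle replicate 4, NAC replicate 3 or dim genes, the antigen presentation list did not pass (medians -0.04, -0.05 and -0.05, adjusted p = 0.153, 0.053 and 0.104 from limma's camera). The macrophage list passed without vehicle replicate 4 (0.09, adjusted p = 0.039 from limma's camera) and without dim genes (0.12, adjusted p = 3.6e-04), and the lymphocyte list after quantile normalization (-0.06, adjusted p = 0.020).

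**Figure D2:**
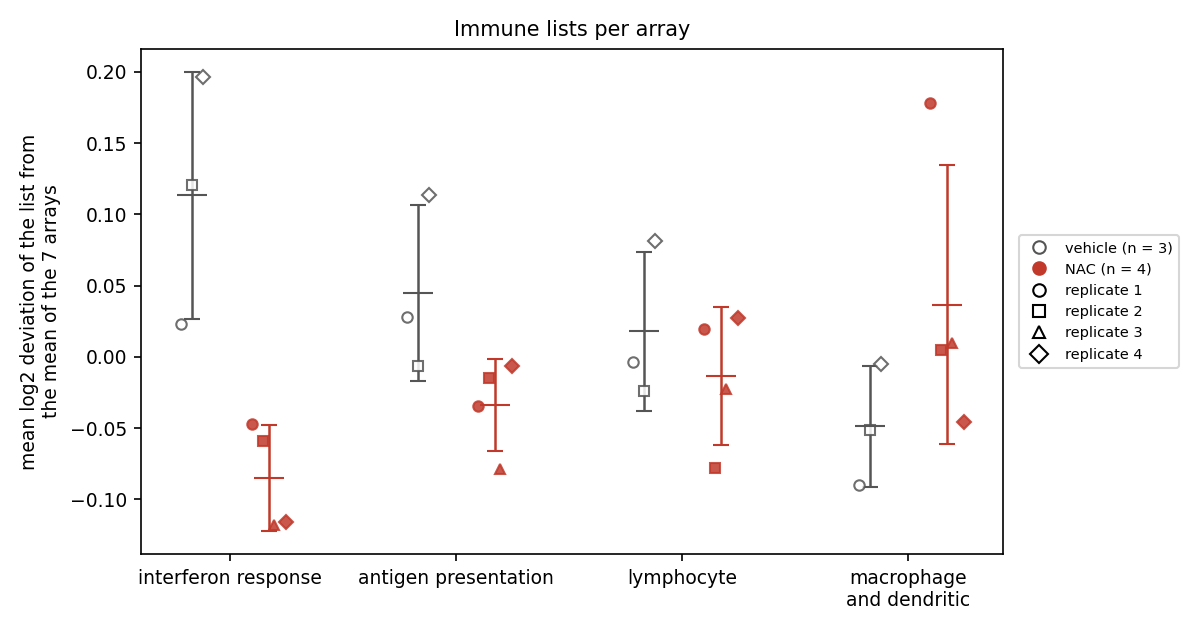
Immune lists per array. The y axis gives the mean over a list's genes of the log2 deviation from the mean of the 7 arrays, on the x axis by list, with vehicle arrays open and grey (n = 3), NAC arrays filled and red (n = 4), bars for mean and SD and symbols for the replicate number. In the interferon list the vehicle arrays lie from 0.02 to 0.20 and the NAC arrays from -0.12 to -0.05.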

A network consisting of sets involved in immune regulation was depleted in NAC-treated *Nkx3.1^−/−^* prostates (Figure 7A).

**Figure 7:**
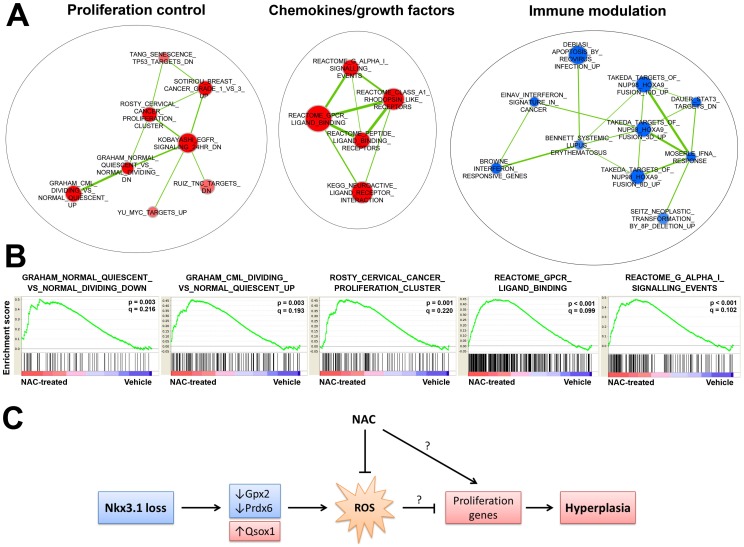
NAC treatment promotes proliferation of a pro-proliferative gene expression signature in *Nkx3.1^−/−^* prostate. (A) Enrichment Map [46] analysis for Genome Set Enrichment Analysis (GSEA) C2 (curated) gene set data obtained from vehicle and NAC-treated *Nkx3.1^−/−^* anterior prostate. Map displays the related gene networks containing ≥5 gene sets with a false discovery rate (FDR) q value <0.25. Node size corresponds to gene set size. Hue designates which manner in which the gene sets are altered (red = enriched in NAC-treatment, blue = depleted in NAC-treatment). Color intensity represents significance by enrichment p value. Line thickness connecting the gene set nodes represents the degree of gene overlap between the two sets. (B) GSEA Enrichment plots [44], [50] for selected gene sets from the “proliferation control” network and the “chemokines/growth factors” network. Nominal p value (statistical significance of the enrichment) and the FDR are presented. (C) Potential model for Nkx3.1-loss associated ROS and NAC treatment in prostate tumor initiation.

The ‘leading edge’ is the subset of genes within a specific MSigDB gene set which drives the observed association in GSEA. Analysis of the leading edge genes may help to determine which changes in gene expression are responsible for a given phenotype. 

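Among cell cycle genes of Table 1, Ccna2, the cyclin of S phase and G2, was at 7.39 ± 0.10 (SD, n = 3) with vehicle and 7.50 ± 0.33 (SD, n = 4) with NAC, with a log2 fold change of 0.11 (standard error 0.18). Cdc6, which loads the replicative helicase onto origins, was at 6.12 ± 0.12 (SD, n = 3) and 6.30 ± 0.28 (SD, n = 4). Tk1, the S phase thymidine kinase, was at 6.32 ± 0.08 (SD, n = 3) and 6.57 ± 0.36 (SD, n = 4). Gmnn, the geminin that blocks a further round of origin licensing, was at 5.67 ± 0.07 (SD, n = 3) and 5.76 ± 0.04 (SD, n = 4). Their log2 fold changes were 0.17 (standard error 0.15) for Cdc6, 0.25 (standard error 0.19) for Tk1 and 0.08 (standard error 0.04) for Gmnn. Without NAC replicate 3, Cdc6 had 0.04 and Tk1 0.08, Ccna2 had 0.02 without NAC replicate 2 and 0.26 without NAC replicate 4, and Gmnn had 0.05 without vehicle replicate 2. The differences of Ccna2, Cdc6 and Tk1 are within the spread of the NAC arrays. The limma adjusted p over all genes was 0.895 for Ccna2, 0.835 for Cdc6 and 0.827 for Tk1 and Gmnn. NAC replicate 3 was the highest array for Cdc6 (6.69) and Tk1 (7.10), and the next highest values were 6.26 on vehicle replicate 1 and 6.46 on NAC replicate 4. In Ccna2, NAC replicate 4 was the lowest array, at 7.04. Of the 20 measured genes that the study names for the mutant mice, 16 were higher and 4 lower with NAC. With limma, 0 passed over all genes or adjusted over the list alone, where the smallest p was 0.369. The study named the genes of Tables 1 and 2 from these arrays, so the count over the list alone is not independent evidence.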

Leading edge genes from the “proliferation control” network (Table 1) include many classic pro-proliferative genes such *Ccna2* (*CCNA2* in human), *Cdc6*, *Tk1*, and *Gmnn*. 

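Of chemokine genes in Table 2, Ccl2, which attracts monocytes, was at 6.94 ± 0.81 (SD, n = 3) with vehicle and 7.31 ± 0.95 (SD, n = 4) with NAC, and Cxcr2, the neutrophil receptor for chemokines such as Cxcl5, at 4.68 ± 0.60 (SD, n = 3) and 4.97 ± 0.57 (SD, n = 4). Their log2 fold changes of 0.37 (standard error 0.59) and 0.29 (standard error 0.38) are smaller than the spread within either group. Vehicle replicate 2, NAC replicate 2 and NAC replicate 4 were the highest arrays in both genes, with Ccl2 at 7.88, 8.33 and 7.90 and the next highest array at 6.68. Cxcl5 and Cxcr1 had log2 fold changes of 0.04 (standard error 0.06) and 0.07 (standard error 0.07). The endothelin receptor Ednrb, which relays a vasoconstrictor peptide, was at 6.57 ± 0.29 (SD, n = 3) with vehicle and 7.00 ± 0.26 (SD, n = 4) with NAC, and its log2 fold change of 0.42 (standard error 0.18) was the largest of these genes. Ednra was not analysed here. The neuropeptide Npy, released by sympathetic nerves, was at 6.07 ± 0.20 (SD, n = 3) and 6.33 ± 0.25 (SD, n = 4), a log2 fold change of 0.25 (standard error 0.15), and its receptors Npy1r and Npy5r had 0.22 (standard error 0.14) and 0.11 (standard error 0.06). The related gut peptide Pyy had 0.09 (standard error 0.05). NAC replicate 3 was the highest array for Npy (6.63), Npy1r (5.96), Npy5r (5.64) and Pyy (7.34), and markers of nerve and glia averaged 0.23 above the mean of the 7 arrays on it. Without that array, Npy1r had 0.10 and Pyy 0.05, and without vehicle replicate 4, Npy had 0.14 and Npy5r 0.05. Ednrb had 0.27 without vehicle replicate 1. Ccl2 and Cxcr2 had 0.83 and 0.64 without vehicle replicate 2 and 0.03 each without NAC replicate 2, while Cxcr1 had -0.01 without the former array and Cxcl5 -0.00 without the latter. With limma, 0 of these genes passed over all genes (adjusted p from 0.827 to 0.896).

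**Figure D3:**
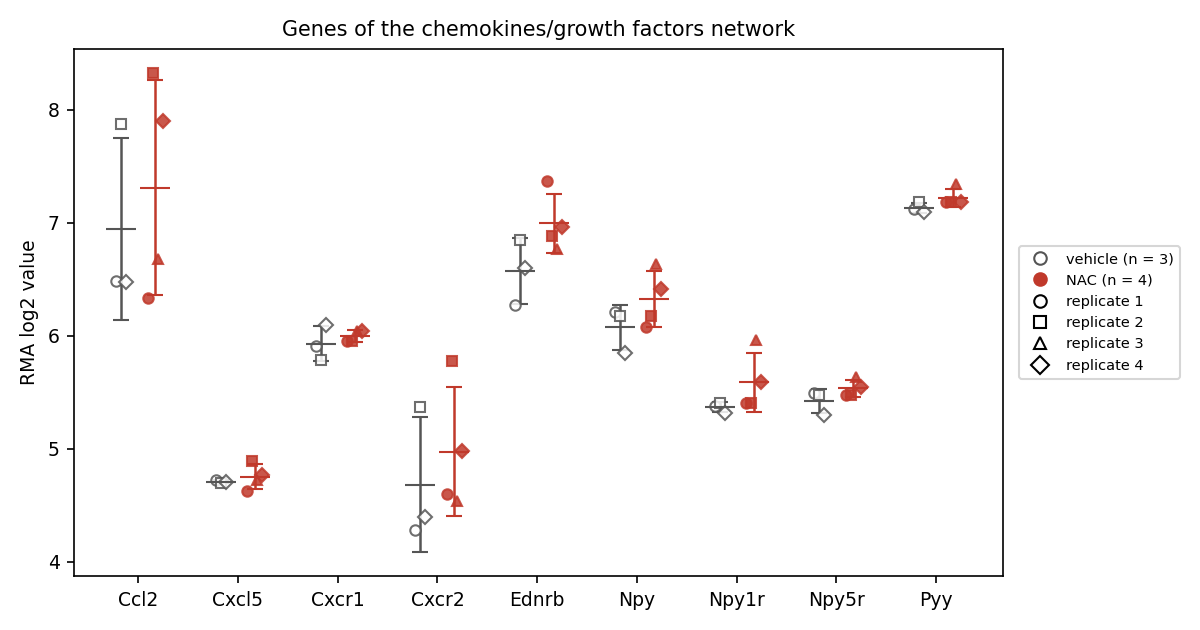
Genes of the chemokines/growth factors network per array. The y axis gives the RMA log2 value and the x axis the gene, with vehicle arrays open and grey (n = 3), NAC arrays filled and red (n = 4), bars for mean and SD and symbols for the replicate number. In every gene shown, the ranges of both groups overlap or meet.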

Leading edge genes in the “chemokines/growth factors” network (Table 2) include many involved in pathways that have proven links to prostate cancer, including chemokines/chemokine receptors (*Ccl2, Cxcl5, Cxcr1, Cxcr2*) [53],[54], the endothelin axis (*Ednrb, Ednra*) [55], and neuropeptides (*Npy, Npy1r, Npy5r, Pyy*) [56].

**Table 1:** Leading edge genes from a sample of “proliferation control” gene sets with significant enrichment.

Gene set name	Leading edge genes
**GRAHAM_NORMAL_QUIESCENT_ VS_NORMAL_DIVIDING_DN**	CD36, TK1, CPA3, RACGAP1, DLGAP5, CDC6, PRC1, COTL1, DTL, BUB1, MCM10, CDC20, CCNB2, RRM2, MCM6, MELK, NDC80, CCNA2, CENPM, GMNN, RAD51AP1
**GRAHAM_CML_DIVIDING_ VS_NORMAL_QUIESCENT_UP**	CD36, TUBB6, CCL2, SERPINB2, XIST, PF4, TK1, CPA3, HGF, RACGAP1, FAM38B, DLGAP5, CDC6, MPO, PRC1, COTL1, BUB1, MCM10, CDC20, CCNB2, PBK, RRM2, PPBP, UBE2S, CDC7, TPX2, CLEC11A, NEK2, MICAL2, MELK, NDC80, ASPM, KPNA2, HMMR, CCNA2, CENPM, GMNN, RAD51AP1, BRCA1, ECT2, PMP22, AURKA, CSTA, ESPL1, ACOT7, ELOVL6
**ROSTY_CERVICAL_CANCER_ PROLIFERATION CLUSTER**	TK1, SHCBP1, NETO2, RACGAP1, DLGAP5, HN1, PLK1, CDC6, MKI67, PRC1, CDCA3, DTL, BUB1, ASF1B, E2F1, MCM10, CDC20, CCNB2, PBK, RRM2, CDCA8, UBE2S, DBF4, TPX2, NEK2, MELK, NDC80, ASPM, KPNA2, CELSR3, HMMR, CCNA2, CENPM, GMNN, RAD51AP1, BRCA1, ECT2, AURKA, ESPL1, HMGA1, AURKB, NCAPH, TACC3, TTK, E2F8, LRP8, LMNB1

**Table 2:** Leading edge genes from a sample of “chemokines/growth factors” gene sets with significant enrichment.

Gene set name	Leading edge genes
**REACTOME_GPCR_ LIGAND_BINDING**	EDNRB, CXCR2, CCL7, CCL2, CXCL13, FFAR1, PF4, NPY, NPY1R, OPN4, C3, HTR5A, ADORA2B, GRM3, HEBP1, PROK2, CCL3, S1PR3, CCL11, NPS, C5AR1, CNR1, AVPR1B, VIP, SSTR1, FPR1, ANXA1, CALCRL, OPRM1, P2RY13, WNT2B, PDYN, UTS2, F2, TSHR, UTS2R, S1PR2, CCL4, GNG3, TAC1, CXCL11, APLN, GNB3, HRH3, DARC, HTR1A, AVPR1A, ADORA1, ADORA3, DRD5, TAS1R2, TACR3, FSHB, NPY5R, CCR3, CCL22, PPBP, RHO, HTR1D, HTR4, HCRT, BDKRB2, C3AR1, MC4R, ADM2, APLNR, CXCR3, TAS1R1, SSTR2, WNT6, OPRL1, GRM5, PROKR2, ADRA1D, LPAR4, OPRK1, FZD4, CHRM5, NPSR1, TAAR1, GPBAR1, MC2R, FFAR2, WNT4, WNT8A, HTR6, CCL17, CXCR5, SCT, ADCYAP1, ADRB3, LPAR1, TSHB, SSTR3, SSTR4, OPRD1, GHRHR, TRH, HRH4, PYY, CCL25, CCR10, OPN5, GALR2, QRFPR, HCRTR2, ADRA2C, CXCR1, GPR17, AGT, PPYR1, FZD10, CALCB, KISS1R, CASR, CCR7, EDNRA, HTR1B, CRHR2, MTNR1B, P2RY2, BDKRB1, HRH1, PRLH, CCR1, TRHR, OXT, P2RY4, GIPR, CXCL5
**REACTOME_G_ALPHA_ I_SIGNALLING_EVENTS**	CXCR2, CXCL13, PF4, NPY, NPY1R, C3, HTR5A, HEBP1, ADCY2, S1PR3, C5AR1, CNR1, ADCY4, SSTR1, FPR1, ANXA1, OPRM1, P2RY13, PDYN, S1PR2, GNG3, CXCL11, APLN, GNB3, HRH3, HTR1A, ADORA1, ADORA3, ADCY10, NPY5R, CCR3, PPBP, RHO, HTR1D, BDKRB2, C3AR1, APLNR, CXCR3, SSTR2, OPRL1, OPRK1, CXCR5, LPAR1, SSTR3, SSTR4, OPRD1, HRH4, PYY, CCL25, CCR10, OPN5, GALR2, ADRA2C, CXCR1, GPR17, AGT, PPYR1, CASR, CCR7, HTR1B, MTNR1B, BDKRB1, ADCY8, CCR1, GNAT1, P2RY4, CXCL5

## Discussion

Our study has displayed novel evidence of prostate tumor promotion by antioxidant treatment. Using *Nkx3.1*-null mice, we have modeled antioxidant chemoprevention in the early stages of prostate tumorigenesis and shown an increase in prostate epithelial proliferation upon NAC treatment. These results suggest that ROS can be anti-tumorigenic in the early stages of prostate cancer and that antioxidant chemoprevention may be ineffective or harmful in many circumstances.

In this report we have confirmed that *Nkx3.1^−/−^* mice display increased prostatic oxidative stress. The hyperproliferative state of the *Nkx3.1^−/−^* prostate may promote increased oxidative stress through one of many indirect mechanisms. However, we have shown that the oxidative stress regulatory genes *Gpx2*, *Prdx6*, and *Qsox1* are dysregulated in the mutant mice and are shown to be direct targets of the the Nkx3.1 transcription factor in both the mouse and human prostate. Therefore, we propose that loss of Nkx3.1 expression may directly affect oxidative stress maintenance through dysregulation of these target genes.

To determine if elevated oxidative stress is a causative mechanism for the hyperplasia observed in the *Nkx3.1^−/−^* prostate, we treated *Nkx3.1^−/−^* mice with the antioxidant NAC. NAC is a precursor for the most prevalent antioxidant molecule in cells, glutathione (GSH). NAC has been safely used for many years in mice and humans and has been shown in previous studies to increase GSH concentration, decrease oxidative stress, and have beneficial clinical effects [57], [58]. While NAC treatment did decrease ROS levels in the *Nkx3.1^−/−^* prostate, it did not alter the hyperplastic phenotype. Upon immunohistochemical staining with BrdU and pHH3, we observed that NAC treatment promoted proliferation in the *Nkx3.1^−/−^* prostate. Surprisingly, rather than inhibit the hyperplastic phenotype, NAC treatment promotes hyperplasia in the *Nkx3.1^−/−^* prostate. In the *Nkx3.1^+/+^* prostate, NAC treatment did not increase proliferation, suggesting that the mechanism by which NAC increases proliferation in the *Nkx3.1^−/−^* prostate is related to elevated oxidative stress.

Because we observed increased proliferation in the NAC-treated *Nkx3.1^−/−^* prostate, we hypothesized that elevated ROS in the *Nkx3.1^−/−^* prostate is activating an anti-proliferative pathway or inhibiting a pro-proliferative pathway, reducing the proliferative potential of the prostate epithelial cells. Antioxidant treatment would suppress this ROS-mediated effect, allowing for the epithelial cells to proliferate more. To first test this hypothesis, we performed immunoshistochemical analysis of well-established senescence and quiescence markers. This did not reveal any changes with NAC treatment of the *Nkx3.1^−/−^* prostate. To further investigate the possible mechanism behind the increased proliferation upon NAC treatment, we performed global gene expression analysis on vehicle and NAC-treated *Nkx3.1^−/−^* prostate. Analysis of the gene expression data with GSEA and Enrichment Map revealed a significant enrichment in expression of gene sets involved in proliferation control and chemokine/growth factor function. Increased expression of this pro-proliferative gene signature, consisting of classic proliferation genes (i.e. cyclins) and chemokines/growth factors, many of which have been implicated in prostate cancer [53], [54], [55], [56], may explain the increase in proliferation seen upon NAC treatment of the *Nkx3.1^−/−^* prostate.

Based upon our findings, we propose a potential model for Nkx3.1-loss associated ROS and NAC treatment in prostate tumor initiation (Figure 7C). Loss of Nkx3.1 expression in the prostate causes dysregulation of antioxidant and pro-oxidant direct target genes, resulting in elevated ROS in the hyperplastic *Nkx3.1^−/−^* prostate. These ROS may actually limit proliferation in the *Nkx3.1^−/−^* prostate by inhibiting expression of pro-proliferative genes. ROS have been shown to induce cell cycle arrest or decrease proliferation in several models of non-cancerous and cancerous cells [59], [60], [61], [62], and, in some of these cases, antioxidant treatment has been explicitly shown to reverse these ROS-induced effects. Thus, NAC may be increasing proliferation of the *Nkx3.1*-null prostate by decreasing ROS-mediated inhibition of pro-proliferative genes. Alternatively, NAC may promote proliferation by an alternative mechanism independent of prostatic ROS inhibition.

Results from this study emphasize the need for a deeper understanding of the role reactive oxygen species play in prostate tumor progression. The effect of ROS on cells is not always pro-tumorigenic. The level of ROS present in a tissue can influence the effect seen, with high levels of ROS promoting senescence or cell death, but lower levels promoting DNA mutations or activating pro-proliferative signaling. The cell type with which ROS interacts also determines its effect. In a normal cell, a certain level of ROS may kill the cell or cause a cell to undergo cell cycle arrest, while in a cancer cell the same level of ROS may promote proliferation and invasion.

Despite the ability of antioxidants to inhibit cancer in several mouse models, we have shown that the antioxidant NAC promotes proliferation in the *Nkx3.1^−/−^* prostate. We propose that the *Nkx3.1^−/−^* mouse is a good model for antioxidant chemoprevention, exhibiting early lesions similar to those of cancer-naïve men in whom clinicians desire to prevent malignant disease. Indeed, antioxidants may function to inhibit tumor progression at later stages, effectively treating cancer in some settings. However, at early stages, ROS may actually slow or prevent tumor progression from occurring [63], [64]. In addition, different antioxidant compounds may affect the prostate in unique ways. Alternatively, ROS may have different effects on prostate tumor progression based on the genetic lesions or gene expression changes present.

The recent alarming results from the SELECT trial, in which “antioxidant chemoprevention” increased prostate cancer risk, can be informed by our study. While the proliferation upon NAC treatment is not increased to an extremely large degree, it is nevertheless a significant increase and could become more pronounced with long term treatment. NAC was not the specific antioxidant used in the SELECT trial; however, the results can yield important information due to the fact that NAC should decrease the overall oxidative state and possibly reflect possible results seen by other antioxidants. In fact, a recently published study using selenium and vitamin E in a rat model of prostate tumorigenesis showed a similar finding, that vitamin E treatment showed a marginally significant increase in prostate tumor formation [65].

In the setting of certain genetic lesions or expression changes, such as Nkx3.1-loss, depleting ROS may actually allow cells to escape a ROS-mediated inhibition of proliferation, increasing the chance of transformation of the prostate epithelium. The increased prostate cancer risk in the SELECT study population may indeed be driven by a subset of participants with an inherited polymorphism in Nkx3.1 (rs11781886) that is associated with increased prostate cancer risk [66]. Depletion of ROS by vitamin E may have modified the risk from the levels normally associated with the polymorphism, producing the surprising detrimental effect with vitamin E chemoprevention. Oxidative stress and antioxidant levels have been shown in previous studies to modify cancer risk associated with inherited polymorphisms [67], [68], [69], [70], [71]. Studies are ongoing using the SELECT biorepository to determine if antioxidant treatment increased the prostate cancer risk associated with the functional Nkx3.1 variant (rs11781886) [72].

Our report provides valuable insight into the inconsistent results among preclinical and clinical studies on the efficacy of prostate cancer antioxidant chemoprevention [6]. We suggest that investigation of prostate cancer chemoprevention specifically in physiologically relevant models, with analysis of the complexities of specific gene expression changes, is critically needed if clinically applicable results are desired. Caution should be taken when using antioxidants for prostate cancer prevention, because the effect which they have, beneficial or harmful, may lie in the makeup of the prostate gland of each unique individual.

## Supporting Information

Table S1 Top gene sets enriched in NAC-treated *Nkx3.1^−/−^* anterior prostate. GSEA analysis results for top gene sets enriched in NAC-treated *Nkx3.1^−/−^* anterior prostate as ranked by Normalized Enrichment Score. Gene set size, Enrichment Score, Normalized Enrichment Score, Nominal p-value, and FDR q-value are provided. Enriched gene sets with a FDR q-value<0.25 are provided (99 gene sets).
(XLSX) Click here for additional data file.

Table S2 Top gene sets depleted in NAC-treated *Nkx3.1^−/−^* anterior prostate. GSEA analysis results for top gene sets depleted in NAC-treated *Nkx3.1^−/−^* anterior prostate as ranked by Normalized Enrichment Score. Gene set size, Enrichment Score, Normalized Enrichment Score, Nominal p-value, and FDR q-value are provided. Enriched gene sets with a FDR q-value<0.25 are provided (29 gene sets).
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

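RNA of Nkx3.1−/− prostates was measured in mice given vehicle (3 arrays, replicates 1, 2 and 4) or NAC (4 arrays, replicates 1 to 4), 1 mouse per array, and each array was assigned to its treatment and replicate by its labels. The authors made the deposited log2 values with the Affy package in R, by quantile normalization, RMA background correction and median polish of the perfect-match probes. The submitters' processing notes name affy, RMA and limma without versions. The paper states no test of single genes, and used GSEA on C2 gene sets, which are not used here as full sets.

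Probe sets were named through the annotation table of the array and symbols updated through Entrez identifiers, of which 18922 were found in the gene table of GRCm38.p6. Probe sets that name several genes or none here were left out, and a gene with several probe sets was represented by the one with the highest mean. The table has 0 columns of values without a sample. In 66 genes all 7 arrays hold the same value. Signal over background cannot be seen from summarized values, so dim genes were left out only as an alternative, and the number of arrays limits the precision of every value.

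NAC and vehicle arrays were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, Benjamini-Hochberg adjusted p under 0.05, no covariates). Shifts of gene lists were tested with limma's camera at a preset correlation of 0.01 and adjusted over 28 fixed lists, and the 5 lists from Tables 1 and 2 were adjusted apart. Of the 28 lists, 12 passed with the preset correlation and 0 with an estimated correlation; of the 5 lists, 5 and 3 passed. The cell cycle lists came from Seurat 5.3.0 with symbols in mouse form, and the others were written from textbook knowledge. Besides cell cycle, interferon, antigen presentation, chemokine and growth factor genes they covered antioxidant and stress responses, androgen-regulated and immediate early genes, and markers of epithelium, stroma, muscle, fat, nerve, blood, immune cells, seminal vesicle and sex chromosomes. Lists of lung and other organ genes were added after the data were examined. Reactome sets of 15 to 500 genes, shipped with fgsea 1.28.0, were ranked by the signal-to-noise ratio with a minimum SD of 0.2 times the mean, with 10000 gene permutations, whose smallest p is 1e-04, and an FDR under 0.25. Their release differs from that of the study.

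The genes named follow a rule set before the data were examined, when the paper's Tables 1 and 2 had been read. They are every gene the paper names for the mutant mice and, in each described list, up to 4 genes with the smallest unadjusted p. Added are the 10 genes per direction with the largest change past the threshold. This number was filled by the smallest unadjusted p among genes whose groups do not overlap. Predicted genes, Riken clones, olfactory and vomeronasal receptors and immunoglobulin segments were passed over in filling. Since 0 genes passed, all of these 20 genes were filled in. Other genes are named as what a list holds or for the arrays that stand apart, and were chosen after their values were seen. Of the 26 genes the paper names, 20 were measured, and the others are not reported here.

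The test was checked on simulated data, with 200 of the 18938 genes changed in each of 10 runs of 3 and 4 arrays. It called 69.0% of genes changed by a log2 of 0.5, 94.3% of those changed by 1 and 99.1% of those changed by 2, with 6.9 false calls per run. Whether these rates hold for the real arrays was not tested. There, 40.0% of genes hold the same value on at least 3 arrays, and NAC replicate 3 stands apart. The 0 genes called therefore do not show that few genes changed.

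The alternatives were a variance trend with a robust fit, array weights, subtraction of array medians, quantile normalization again, removal of genes under the 40th percentile of the mean, the median over probe sets, the replicate number as a block, all probe sets, a minimum change of 1.5-fold, each array left out, camera with an estimated correlation, fry, GSEA, and other rankings for GSEA. The 35 splits of the 7 arrays into groups of 3 and 4 allow a smallest share of 0.029.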

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

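The tests of lung RNA, of NAC treatment and of a wrong label for NAC replicate 3, of that array alone for the lists of Table 1 and the interferon list, and of macrophages and of lymphocytes for the interferon list were chosen after the result was seen; the Reactome counts over other splits were added after the data were examined but before their result was seen. The test of many other organs was written as one of other tissues and that of macrophages as one of immune cells, and their names were narrowed after their results.

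NAC replicate 3 held transcripts that the paper does not discuss, with Sftpc 5.26 and Scgb1a1 5.37 above the highest vehicle array. RNA from many other organs is argued against, since 3 of 11 organ lists other than lung were highest on it; so is NAC treatment, since 0 of the other NAC arrays had the lung list 0.5 or more above the highest vehicle array, and an array of another organ, since the luminal list lay at -0.061 from the median of the others. RNA from the lung in the sample stays open as a hypothesis: of 13 lung genes, 9 were at least 0.5 above every other array, but 6 of these had been looked at before the list was written, and of the other 7 genes 3 were, between the bounds set for the test; 1 of the 13, Abca3, was above the array median of 7.14 in vehicle, and 0 are in another list. On this array the surfactant genes Sftpa1 and Sftpb were at 8.48 and 8.24, with 6.92 and 6.55 on the highest other array. How such RNA entered stays open. So does whether the fat and muscle transcripts and the Xist of this array (6.74, at most 5.30 on the others) came with such RNA.

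The lists of Table 1 were higher with NAC, and the G2/M list passed camera, but not with an estimated correlation (adjusted p = 0.71 with an estimated correlation). Of 35 splits of the arrays, 18 gave a G2/M median as far from 0 as the real 0.05 (highest other 0.11) and 29 an S phase median as far as the real 0.01 (highest other -0.09), so chance cannot be excluded for either list. Without NAC replicate 3, the lowest share of the median kept by a list of Table 1 was 0.459, between the bounds set for the test, so that array and the other NAC arrays cannot be told apart as its source, because 4 NAC arrays are few and the genes were chosen on them. The lists of Table 2 kept at least 0.919 of their medians without NAC replicate 3. Their genes were chosen on the same arrays too, so this share cannot decide whether NAC replicate 3 alone was the source. An effect of NAC, as the paper states it, and one of the cage stay open.

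The interferon list was lower with NAC, at a median of -0.16. Of 35 splits, 1, the real one, gave a median as far from 0, but the highest other, 0.16, fell short by less than the rounding, 3 lists were tested this way without adjustment, and Table S2 lists interferon sets as depleted on the same arrays, so chance is not taken as excluded. The median kept a share of 0.910 without NAC replicate 3, which argues against that array alone, and the macrophage and dendritic list had a median of 0.046 (0.025 without NAC replicate 1, the highest array) and a lower quartile of -0.02, above the interferon median, which argues against fewer macrophages in the NAC prostates as its source. Fewer lymphocytes stay open, since their list had a median of -0.033 (-0.017 without vehicle replicate 4) with 13 of 19 genes lower, as do fewer dendritic cells, since Clec9a and Itgax were lower. That NAC lowered interferon-induced genes is a hypothesis, which the cage, the adjusted p = 0.45 with an estimated correlation and the adjusted p = 0.202 from limma's fry leave open.

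Of 35 splits, 13 gave as many genes at an unadjusted p under 0.05 as the real 836 (highest other 1762), and 15 as many Reactome sets at an FDR under 0.25 as the real 76 (highest other 244), so chance cannot be excluded for either count. The split of vehicle replicate 2, NAC replicate 2 and NAC replicate 4 from the others had 34 genes at a limma adjusted p under 0.05, which points to a structure of the samples other than treatment.

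Among the 4 NAC arrays, a gap to the nearest array stood out against the whole range by Dixon's test at 95% in 3 of 33 lists and 2 of 40 genes, and chance gives such a gap in about 1 of 20 groups. Given as the share of the range that the gap takes, not as a log2 difference, adipocyte markers (0.848), skeletal muscle markers (0.846) and Pyy (0.975) were highest on NAC replicate 3. Smooth muscle markers were lowest on NAC replicate 2, where the gap took a share of 0.848 of the range. Mki67 was lowest on NAC replicate 4, with a share of 0.906.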

How the results depend on the processing

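Besides NAC replicate 3 as a doubted array, which repeats a planned setting, all settings here were set before the data were examined. No result passed in the other direction at the threshold of its main test. The luminal list, with a main median of 0.006, passed downward by GSEA only at the 0.25 used for Reactome sets (normalized enrichment score -1.56, FDR 0.093). The endothelial median was -0.0025 without NAC replicate 3 and with the replicate block, where it lost its call. Of 545 values of named genes under the settings, 5 had the other sign and passed in neither, and 1 passed limma. The 28 lists kept their side of the threshold with array medians subtracted, array weights, a variance trend and the median over probe sets. Quantile normalization again kept 23 and ended 4 calls, among them chemokines (median 0.019, adjusted p = 0.073 from limma's camera), and made 1; leaving out dim genes also kept 23, and left 554 genes at an unadjusted p under 0.05 (140 higher). All probe sets and a minimum of 1.5-fold gave 0 genes.

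An estimated correlation and fry change the test, not the medians, and each ended all 12 calls among the fixed lists. For G2/M (0.053), interferon (-0.16), chemokines (0.043), GRAHAM_NORMAL_QUIESCENT_VS_NORMAL_DIVIDING_DN (0.17) and ROSTY_CERVICAL_CANCER_PROLIFERATION_CLUSTER (0.13) the adjusted p-values from limma's camera were 0.710, 0.451, 0.606, 0.093 and 0.074, and from limma's fry 0.754, 0.202, 0.516, 0.096 and 0.080. At the 0.05 used for lists, GSEA ended 4 calls, with G2/M at a normalized enrichment score of 1.38 (FDR 0.149); at the 0.25 used for Reactome sets it ended 0 and added luminal (-1.56), macrophage (1.40) and androgen-regulated genes (1.37). With the replicate number as a block, 21 of 28 lists kept their side, G2/M not (median 0.033, adjusted p = 0.130 from limma's camera), and 0 genes passed. The deviations of arrays with numbers 1, 2 and 4 correlated at 0.212, 0.286 and -0.0667 and those of 1 and 2, not of 4, best with their own number. Vehicle replicate 2 and NAC replicate 2 also had the highest correlation across genes of any pair (r = 0.998). Whether arrays with the same number share more than that number stays open.

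Reactome sets enriched and depleted numbered 67 and 128 with the moderated t, 93 and 148 without the minimum SD, and 0 and 0 by camera with an estimated correlation; the depleted sets numbered 10 with quantile normalization again, 9 without dim genes and 110 by camera at the preset correlation. Leaving out each array, enriched sets ranged from 10 to 63 and depleted sets from 2 to 98, genes at an unadjusted p under 0.05 from 597 (NAC replicate 4) to 1257 (NAC replicate 2), and genes called from 0 to 1. The medians ranged from -0.014 (NAC replicate 3) to 0.037 (NAC replicate 4) for S phase and, without the same arrays, from -0.013 to 0.041 for the cell cycle outside Table 1. They ranged from 0.030 (NAC replicate 2) to 0.11 (NAC replicate 4) for G2/M, and from 0.034 (vehicle replicate 1) to 0.064 (vehicle replicate 4) for chemokines. The interferon median, from -0.20 to -0.14, kept its call without any array. Apart from the tests that change only p and the settings with fewer genes or arrays, the cause was not tested. Equal values on several arrays limit small differences.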

Differences from the paper's values

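For the set of lipid metabolism regulated by PPARalpha, the paper's enrichment score is 0.517 and its normalized enrichment score 1.61; with 15 genes measured in the Reactome release used here, they were -0.28 and -0.75, with jackknife standard errors over the arrays of 0.708 and 1.79. Of the alternatives set before the data were examined, the values no longer differed with quantile normalization again (0.27 and 0.68) and without vehicle replicate 1 (0.24 and 0.57), vehicle replicate 4 (0.26 and 0.63) or NAC replicate 4 (0.24 and 0.58). They differed in sign with the moderated t as the ranking (-0.48 and -1.41), without the minimum SD (-0.50 and -1.48), with array medians subtracted, with the median over probe sets, and without vehicle replicate 2 or NAC replicates 1, 2 or 3. Without dim genes the set was too small to test. No setting called the set enriched, and the setting without the minimum SD called it depleted (FDR 0.212). The paper's set holds 51 genes.

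The paper lists the set of immunoregulatory interactions between lymphoid and other cells as enriched. Here its normalized enrichment score was 0.94 (FDR 1), within the jackknife standard error of the paper's, and no setting called it; its score was below 0 with the moderated t (-0.60), without the minimum SD (-0.77), with quantile normalization again (-0.96) and without NAC replicate 4 (-0.92). The values of the other 10 sets of Tables S1 and S2 with a counterpart by name kept the paper's sign and lay within the jackknife standard error. This bound can be wide. With 1 array left out, the normalized enrichment score of striated muscle contraction ranged from 0.68 to 2.04. Lying within it therefore does not show that the values match. All 10 sets passed an FDR of 0.25 in the paper's direction. With 1 array left out, 5 of them lost that call: hemostasis without vehicle replicates 1 or 4 or NAC replicates 2 or 3 (FDR 0.842, 0.340, 0.334 and 0.359), transcription without vehicle replicate 4 or NAC replicate 4 (FDR 0.380 and 0.852), RNA polymerase I, III and mitochondrial transcription without NAC replicate 4 (FDR 0.577), and striated muscle contraction and muscle contraction without NAC replicate 3 (FDR 1 for both). Hemostasis lost it also with the moderated t (FDR 0.514) and without the minimum SD (FDR 0.915), transcription after quantile normalization again (FDR 0.795), and transcription (FDR 0.446) and both muscle sets (FDR 0.437) without dim genes.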

Other observations

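Seminal vesicle genes were lower with NAC in 10 of 11 measured cases, with a median log2 fold change of -0.53 (adjusted p = 4.6e-04 from limma's camera, adjusted p = 0.61 with an estimated correlation). The smallest p in this list belonged to the secretory genes Svs3a (-1.19, standard error 0.39), Svs6 (-1.02, standard error 0.38) and Sva (-1.91, standard error 0.67) and to Spinkl (-0.26), and 0 genes passed limma over the list alone. The median was -0.43 without NAC replicate 3, -0.29 without NAC replicate 1 and -1.07 without NAC replicate 4, on which the mean deviation of the list (0.48) lay among those of the vehicle arrays (0.14 to 0.55). Smooth muscle markers were lower in 18 of 20 cases, with a median of -0.04 (camera adjusted p = 0.017, adjusted p = 0.61 with an estimated correlation), led by Cald1 at -0.15 and Tagln at -0.10; without vehicle replicate 2 the median was -0.02 and without NAC replicate 2 -0.01, and neither passed. Higher with NAC by camera were adipocyte markers (21 of 22 genes, median 0.22, led by Cd36 and Pck1 at 0.38), skeletal muscle markers (22 of 24, 0.11, led by Myoz1 at 0.34) and fibroblast and matrix markers (16 of 19, 0.13, led by Mmp2 at 0.21), with adjusted p-values of 4.6e-04, 4.6e-04 and 0.0052 and an adjusted p = 0.61 with an estimated correlation for each. Without NAC replicate 3, these medians were 0.03, 0.03 and 0.07 and none passed; nor did the fibroblast list without vehicle replicate 1 (0.06).

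Endothelial markers (17 of 18 genes higher, median 0.07, with the smallest p for the lower Eng at -0.06) had an adjusted p of 0.044, nerve and glia markers (17 of 21, 0.08, led by Gap43 at 0.18) of 0.023 and mast cell and granulocyte markers (18 of 20, 0.05, led by Elane at 0.08) of 0.010 by camera, and adjusted p = 0.66, 0.61 and 0.61 with an estimated correlation. The endothelial call was lost without any array but NAC replicates 2 and 4 (median -0.00 without NAC replicate 3), the nerve call without vehicle replicates 1 or 2 or NAC replicate 3 (0.08, 0.07 and 0.01), and the mast cell call without vehicle replicate 1 or NAC replicate 2 (0.04 and 0.05). Blood and platelet markers (8 of 8 higher, median 0.03, adjusted p = 0.102 from limma's camera) did not pass, but did without NAC replicate 1 (median 0.08, adjusted p = 0.010 from limma's camera), and had a median of 0.01 without NAC replicate 4. Luminal epithelium markers (13 of 22 higher, median 0.01, mean -0.04, tested upward by camera with an adjusted p = 0.775 from limma's camera and downward by GSEA with a normalized enrichment score of -1.56 and FDR 0.093) held Spink1, a protease inhibitor, at -1.03 (standard error 0.42), and basal epithelium markers (7 of 14 higher, median 0.01, adjusted p = 0.775) held Itga6 at -0.11.

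Lists of oxidative and other stress responses and of androgen-regulated genes did not pass camera. NRF2 targets had 18 of 33 genes higher and a median of 0.02, antioxidant and pro-oxidant enzymes 16 of 35 and -0.00, senescence markers 5 of 9 and 0.00, p53 targets 12 of 23 and 0.00, the unfolded protein response 21 of 34 and 0.02, androgen-regulated genes 11 of 16 and 0.02 and immediate early genes 16 of 24 and 0.04, with adjusted p-values from limma's camera of 0.734, 0.947, 0.511, 0.414, 0.989, 0.466 and 0.843. The median and the test differ in sign for NRF2 targets, antioxidant enzymes, senescence markers, p53 targets and the unfolded protein response. Antioxidant and pro-oxidant enzymes have opposite roles, so the result of their joint list cannot speak for either. In the senescence list, Glb1 was lower (-0.12) and Lmnb1, also a gene of Table 1, higher (0.07). Opposite changes can cancel in its median, which cannot decide whether senescence changed. Leaving out 1 array turned the median of immediate early genes to -0.04 (vehicle replicate 4), -0.02 (NAC replicate 2) or -0.01 (NAC replicate 4). That of antioxidant enzymes turned to 0.02 (NAC replicate 2) and that of p53 targets to -0.01 (vehicle replicate 2) or -0.02 (NAC replicate 2). At the furthest, the median of NRF2 targets turned to -0.03 (vehicle replicate 4). Those of the unfolded protein response and senescence markers turned to -0.02 (NAC replicate 2) and -0.03 (NAC replicate 1). The glutathione transferase Mgst1 had a log2 fold change of 0.33 (standard error 0.15), the lysosomal Glb1 -0.12 (standard error 0.03, p adjusted over the list alone 0.056 from limma), Eda2r -0.22, Atf3 -0.12 and Azgp1 -0.10. Of genes the paper measures by qRT-PCR in wild-type and mutant mice rather than after NAC, Gpx2 had 0.15 (standard error 0.09) and Qsox1 -0.22 (standard error 0.09), and of genes whose proteins it stains in vehicle and NAC prostates, Cdkn2a had 0.02, Cdkn1b -0.12, Trp63 -0.07 and Acta2 -0.03, and 0 passed limma. Without 1 array these values moved or changed sign, with Cdkn2a at -0.04 without NAC replicate 4, Cdkn1b at -0.03 and Trp63 at 0.06 without vehicle replicate 1, Acta2 at 0.02 without NAC replicate 2 and Gpx2 at 0.07 without vehicle replicate 4.

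Among genes whose groups did not overlap, 245 were higher and 412 lower with NAC. Chance gives 5.71%, or 1082 genes, only if no gene has equal values on several arrays. For 7568 genes (40.0%), at least 3 arrays hold the same value, so these counts cannot be compared directly with chance. Those filled in by p, none of which passed, were Ccl6, Fxyd5 (0.25), Trim10 (0.33), Prame (0.23), Trav14-1 (0.34) and Dio2 (0.24) among the higher, and Adgrf1 (-0.52), Spink8 (-0.52), Fut9 (-0.42), Dnajb7 (-0.39), Naaladl2 (-0.21), Prkd3 (-0.21) and Paics (-0.14) among the lower, beside Ifnab, S100a11, S100a10, Selenon, Crip1, Srpx and Usp18.

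The sex-chromosome genes (1 of 4 higher, median -0.16, adjusted p = 0.225 from limma's camera) included Xist, at 6.74 on NAC replicate 3 and at most 5.30 on the other arrays, while Kdm5d (7.86) and Eif2s3y (9.12), both on the Y chromosome, were lowest there, and Uty, also on the Y chromosome, was at 8.78 there and lowest on NAC replicate 4 (8.59). Other genes of fat and muscle on that array were Car3 at 11.39 (highest other array 7.78), Retn at 9.13, Fabp4 at 9.41, Atp2a1 at 8.39 and Myl1 at 7.51. The mean deviation of immediate early genes was 0.18 on vehicle replicate 2, 0.19 on NAC replicate 2 and 0.15 on NAC replicate 4, and from -0.21 to -0.03 on the other arrays.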
